# A transcriptomics analysis of the Tbx5 paralogues in zebrafish

**DOI:** 10.1371/journal.pone.0208766

**Published:** 2018-12-10

**Authors:** Erin A. T. Boyle Anderson, Robert K. Ho

## Abstract

TBX5 is essential for limb and heart development. Mutations in TBX5 are associated with Holt-Oram syndrome in humans. Due to the teleost specific genome duplication, zebrafish have two copies of TBX5: *tbx5a* and *tbx5b*. Both of these genes are expressed in regions of the lateral plate mesoderm and retina. In this study, we perform comparative RNA sequencing analysis on zebrafish embryos during the stages of lateral plate mesoderm migration. This work shows that knockdown of the Tbx5 paralogues results in altered gene expression in many tissues outside of the lateral plate mesoderm, especially in the somitic mesoderm and the intermediate mesoderm. Specifically, knockdown of *tbx5b* results in changes in somite size, in the differentiation of vasculature progenitors and in later patterning of trunk blood vessels.

## Introduction

The first Tbox gene identified was *T* (also known as *brachyury*), which was found to be a tissue specific transcription factor[1] essential for mesoderm formation. An entire family of genes has now been identified which contains the Tbox domain, a highly conserved region of 174–186 amino acids[2] that binds DNA in a sequence-specific manner[3,4].

*Tbx5* in amniotes is a Tbox gene that plays a role in development of both heart and limb. It is expressed in a territory of the lateral plate mesoderm (LPM), a thin tissue lying lateral to the somitic mesoderm, as well as in the eye. The more anterior *Tbx5*-positive cells in the LPM contribute to the secondary heart field and other tissues, while the more posterior *Tbx5*-positive LPM cells contribute to the forelimb. In humans, mutation of just one copy of *TBX5* is associated with Holt-Oram syndrome, in which heart and forearm defects occur in 1 in 100,000 live births[5]. These heart defects include septation defects and cardiac conduction syndrome. The limb defects have a range of severity, from minor defects in the thumb, to truncations of large parts of the arm, with a reported bias towards more prevalent defects on the anterior part of the limb[6].

Mice that are haploinsufficent for *Tbx5* mimic the Holt-Oram syndrome phenotype, having both defective heart and forelimb tissues[7]. Mice completely lacking *Tbx5* die early due to implantation defects caused by *Tbx5’*s role in extraembryonic tissues. However when Cre-mediated deletion is used to remove *Tbx5* from later-staged embryos, mice survive until embryonic day 10.5, although development stalls at day 9.5[7]. The heart tube of these mutant mice fails to undergo looping and forms only one atrium, rather than the normal two atria which should be present at this stage[7]. When *Tbx5* is removed selectively from tissue that will become the forelimbs allowing the mouse to continue development past embryonic day 9.5, those mice fail to form forelimb buds, leading to the complete lack of forelimbs in the perinatal mouse[8].

Due to the whole genome duplication in the lineage leading to teleost fish, zebrafish have two paralogous gene copies of *TBX5*: *tbx5a* and *tbx5b* [9]. There are high levels of conservation at the amino acid level in the Tbox domain between the two paralogues but there are low levels of conservation throughout the rest of the protein [10]. In the zebrafish, *tbx5a* is expressed in both the heart and limb field regions of the LPM, as well as the retina [11]. The sister paralogue *tbx5b* is expressed in both the retina and the heart field, a subset of where *tbx5a* is expressed [9]. While *tbx5a* is detectable through *in situ* hybridization as early as 14 hpf in the LPM, *tbx5b* is not detectable until 17 hpf [9]. Expression in the heart is similar for both paralogues until 36 hpf, when *tbx5b* expression is restricted to the ventricle, whereas *tbx5a* expression remains in both chambers of the heart [9]. Some studies report that there does not appear to be detectable expression of *tbx5b* distinct from background in the pectoral fin bud [9], while others have reported low levels of *tbx5b* expression in the resulting pectoral fins [10]. Despite this, Tbx5b-deficient embryos exhibit clear phenotypes in fin bud formation and fin development, indicating that it may function at some point in the developing fin field or surrounding tissues.

Tbx5a -/- mutants (*heartstring*) undergo normal heart jogging—the first break in right-left asymmetry—at 24 hpf [12]. However, heart looping does not occur until after 5 days post fertilization (dpf) [12]. Tbx5b-deficient embryos display earlier and more severe heart defects than *tbx5a* mutants. Tbx5b-deficient embryos display defects in heart development as early as 24 hours, as heart jogging fails to occur correctly, often resulting in a heart at the midline rather than on the left—although occasionally heart jogging occurs to the right [13]. Heart looping also fails to occur in Tbx5b-deficient embryos[13].

*Tbx5a* mutants (*heartstring*) do not develop a pectoral fin bud or pectoral fins. This is due to downstream loss of *fgf24* expression, which is regulated by Tbx5a and required for the migrating LPM cells to converge and form a fin bud[14,15]. Unlike Tbx5a-deficient embryos, Tbx5b-deficient embryos do form pectoral fin buds and fin, although they exhibit delayed fin bud formation and the resulting pectoral fins are often small or upturned, with misshapen edges[10]. Fin development appears to be delayed as the 48 hpf pectoral fins of Tbx5b morpholino-injected embryos appear morphologically similar to 36 hpf control embryos’ fins [13]. Pi-Roig et al hypothesize that *tbx5a* initiates fin outgrowth while *tbx5b* is required later in pectoral fin development to maintain this growth [13]. However, Tbx5b-deficient embryos still have delayed fin bud development which can be seen as early as 30 hpf, when the limb bud first becomes morphologically distinct in wildtype embryos [10]. This suggests that *tbx5b* may not exclusively function late in fin development, but may have earlier effects as well.

Although morpholino injections to either *tbx5* paralogue produce both heart and fin defects in zebrafish, mRNA can rescue the cognate phenotype, but not that of its paralogue [10], suggesting that there are functional differences between the two paralogues. Additionally, the Tbx5 paralogues differentially affect gene expression during development of both the heart and fins. Specifically, Tbx5a-deficient embryos lose expression of *fgf24* in the fin field while Tbx5b-deficient embryos maintain expression of *fgf24*, but show a delay in switching expression of *fgf24* from mesenchymal tissue to ectodermal tissue at 36 hpf[13]. In the heart, expression of *vcana* is expanded in embryos deficient in either Tbx5a or Tbx5b, but expression of *bmp4* is only restricted in embryos deficient in Tbx5a, not in embryos deficient in Tbx5b[10]. These changes, as well as changes in expression of other molecular markers, suggest that *tbx5a* and *tbx5b* may act within different transcriptional networks.

As previously stated, *tbx5a* and *tbx5b* result from a duplication event during the teleost specific genome duplication [10]. How have they evolved to have the possibly non-overlapping functions they have today, implied by the different effects of depletion and the fact that they cannot rescue their paralogue? As transcription factors, we can possibly gain insight into how the Tbx5 paralogues are functioning by understanding the transcriptional networks that they affect. In this paper, we perform comparative RNA sequencing experiments between the Tbx5 paralogues. In order to target genes that might play a role in the migration of limb bud and heart precursors, we collected embryos at 18 hpf and 21 hpf, during the time that the cells in the LPM are migrating. Our screen identified genes that are expressed (and differentially regulated) outside of the LPM, with two tissues of note being the vasculature and the somites. We also report the creation of a *tbx5b* mutant, which appears to validate the *tbx5b* morpholino phenotype.

## Methods

### Zebrafish embryos, morpholino injection and in situ hybridization

All zebrafish experiments were performed under the University of Chicago Institutional Animal Care and Use Committee approved protocol #71112, and in compliance with the USA Public Health Service Policy on Humane Care and Use of Laboratory Animals. Zebrafish were maintained under standard laboratory conditions [16]. *In situ* hybridizations were performed as described by Ahn et al (2002)[17]. Morpholino injections were performed as described by Nasevicius and Ekker (2000)[18]. 3.7 ng of Tbx5a morpholino (5’- CCTGTACGATGTCTACCGTGAGGC-3’)[17] and 5 ng of Tbx5b translation blocking morpholino (5’-GGATTCGCCATATTCCCGTCTGAGT-3’) [10] was injected per embryo.

### Tbx5b mutant generation

The gRNA sequence for CRISPR were generated using CHOPCHOP[19]. The specific sequence used was GAGCTGAGTTTGTAGTGGCG which targeted the first exon prior to the start of the TBOX domain. *Cas9* mRNA was generated from a plasmid from Jao et al[20]. gRNAs and *Cas9* mRNA were transcribed using methods previously described [21]. 100 ng of *Cas9* mRNA and 150 ng of Tbx5b gRNA were injected into F0 embryos. 30% showed phenotypes consistent with the Tbx5b mutant phenotype and died at 6 dpf. Surviving siblings were grown to adulthood, then outcrossed to *AB fish to generate stable F1 lines. These F1 lines were genotyped by tail clipping, amplifying the first two exons of *tbx5b* using the primers ztbx5bATGfwd[9] and 5’- CCATGCATAAATACCAGCCG-3’, TA cloning using pMD20 (Clontech) and then Sanger sequencing.

### RNA sequencing and analysis

*AB fish were injected with morpholinos at the single cell stage. For experiments where the eyes were removed, the dissection was performed using forceps prior to RNA extraction. RNA was extracted using TRIzol (Ambion) at either 18 or 21 hpf. 10 embryos were pooled for each library. Single-end 50 bp oligo dT cDNA libraries were generated and Illumina high throughput sequencing was performed. Differential gene expression was analyzed using 3 methods to identify significant differential gene expression. In all cases TopHat (v2.1.0) was used to align the RNA sequencing reads to the zebrafish genome (Zv9). Differential gene expression was identified using Cufflinks (v2.2.1) and Cuffdiff (v3.1.2); EdgeR[22]; or Cufflinks then the HOLT method [23]. Cuffdiff and Cufflinks analysis were performed using the Galaxy web platform[24]. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [25] and are accessible through GEO Series accession number GSE115640 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115640)

## Results

### *tbx5b* mutants phenocopy Tbx5b morpholino-injected embryos

Consistent with earlier studies[9,10,13], we report that *tbx5b* is expressed in the retina and in the anterior region of the lateral plate mesoderm of embryos during somitogenesis stages (Fig 1A). To further understand the effects of Tbx5b in the embryo, we used CRISPR Cas9 directed mutagenesis to create a Tbx5b mutant. The specific sequence used was GAGCTGAGTTTGTAGTGGCG which targeted the first exon prior to the start of the TBOX domain. 30% of the F0 injected embryos displayed phenotypes consistent with the characteristics exhibited by Tbx5b morphants, including hearts that failed to loop and small, malformed pectoral fins. Unaffected injected siblings were raised to adulthood and screened by in-crossing to identify mutant carriers. Once mutants had been identified by the phenotypes produced in the offspring, mutant F0 fish were outcrossed to produce stable F1 mutants. Sequencing identified a 4 base pair insertion (GCTA) in the first intron (Fig 1B). This mutation would result in a splicing error such that the first intron is not spliced from the protein, leading to a frameshift starting at amino acid 53 and a premature stop codon after 16 incorrect amino acids (Fig 1C). The protein would be truncated before the highly conserved TBOX (S1 Fig) and likely lead to a completely nonfunctional protein.

**Fig 1:**
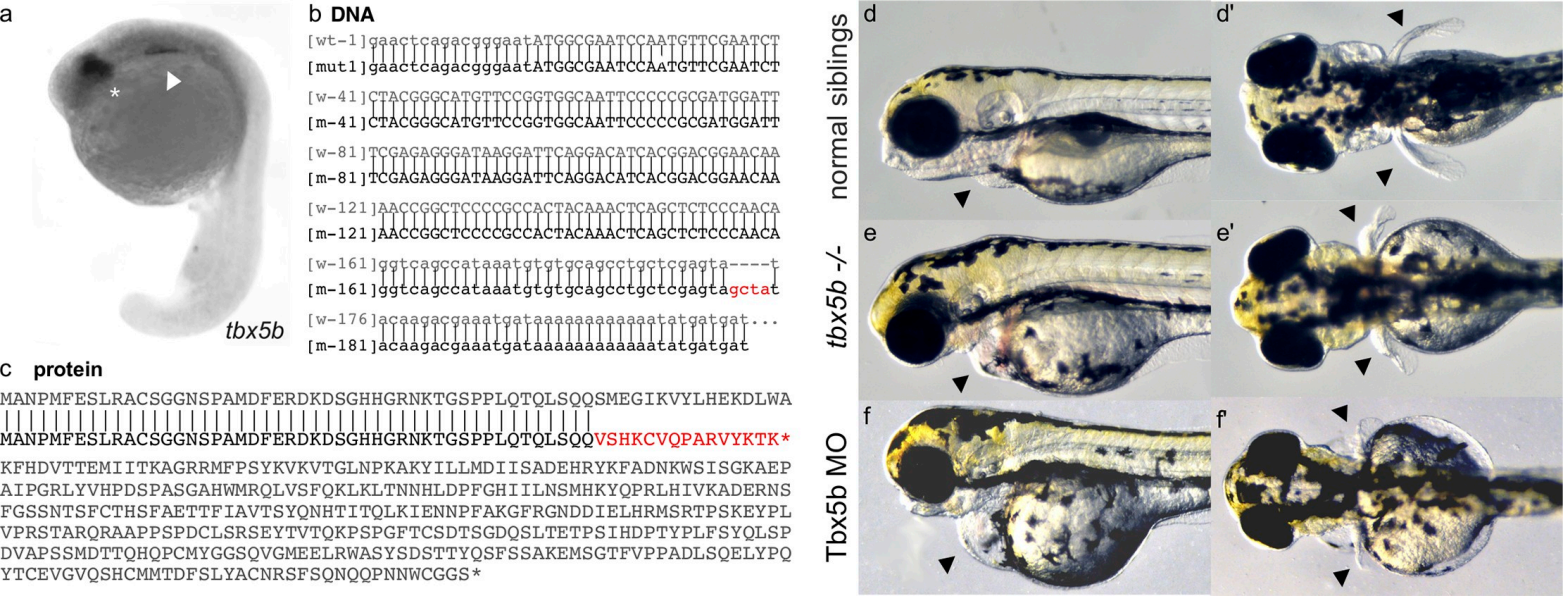
Tbx5b mutants phenocopy Tbx5b morphants. (a) *tbx5b* expression in the eyes (asterisk) and lateral plate mesoderm (arrow) of 21 hpf embryos. (b) The indel for the *tbx5b-2A* mutant (red) embryos is located in the beginning of the first intron. Uppercase letters are the protein coding sequence while lowercase letters are the untranslated regions and introns. (c) The mutation would produce a prematurely truncated protein with a frameshift resulting in incorrect amino acids starting at AA53 and a premature stop codon after 16 incorrect amino acids (red). (d-e) Embryos at 3 dpf. Arrows point to the heart and pectoral fins. Siblings from a Tbx5b in-cross display normal heart (d) and fin (d’) development while mutant siblings have affected hearts (e) and fins (e’) which phenocopy the defects seen in the heart (f) and fins (f’) of embryos injected with a Tbx5b morpholino.

*Tbx5b-/-* mutants fully phenocopy the reported Tbx5b morphants[10,13]. *Tbx5b-/-* mutant embryos show the same heart defects displayed by Tbx5b morphant embryos. The heart fails to loop and a fluid filled edema forms surrounding the heart (Fig 1E and 1F). *Tbx5b-/-* mutants also exhibit similar fin defects to the Tbx5b morphants. Although the fin buds do initially form, they tend to be smaller[10] and eventually develop into malformed pectoral fins. At 3 dpf, when the pectoral fins of the wildtype embryo have extended posteriorly (Fig 1D’) both the Tbx5b mutants and the Tbx5b morphant embryos have significantly shorter, misshapen pectoral fins (Fig 1E’ and 1F’).

Additionally, there appear to be defects in tissues beyond the heart and the pectoral fin. The heads of Tbx5b-deficient and mutant embryos are reduced in size compared to wildtype siblings (Fig 1E and 1F). Overall head shape is truncated and rounder than wildtype embryos and the eyes appear to be slightly smaller. The jaws of affected embryos do not project as far anteriorly as do the jaws of similarly-stage wildtype embryos (S2 Fig). Additionally, unlike their wildtype siblings, the swim bladder of Tbx5b-deficient embryos does not inflate. By 6 days, both mutants and morphant embryos die, possibly as a result of the severe heart defects.

### RNA sequencing to identify differences between the Tbx5 paralogues

Whole embryo RNA sequencing was performed at both 18 hpf and 21 hpf. These time points were chosen as they represent the beginning of migration of the lateral plate mesoderm and a midpoint of lateral plate migration in the limb field[14]. 

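In the triplicate experiment, wildtype, Tbx5a-deficient, Tbx5b-deficient and double-deficient embryos, the last deficient in both paralogues, were collected at each stage. This gave 8 groups of 3 libraries, each from 10 pooled embryos whose eyes had been removed. Morpholinos, antisense oligonucleotides directed against a chosen transcript, were used at 3.7 ng per embryo for *tbx5a* and 5 ng for *tbx5b*. The paper's text names neither the dose of each morpholino in double-deficient embryos nor a control injection for wildtype embryos. The authors aligned the single-end 50 bp reads with TopHat and computed gene values with Cufflinks and Cuffdiff as FPKM, mapped fragments scaled to the length of the transcript and the size of the library. Cuffdiff pooled the 3 libraries of each group, so the values used were 1 FPKM value per gene and group, with the authors' lower and upper confidence bounds, for 14648 genes. The level of these bounds is not given with the values. No standard deviation or test over libraries could be made, and no difference between groups in this experiment was set against the spread between its libraries. The depth of each library is unknown from pooled values, and the paper gives its reads as a total per experiment. The FPKM values of all genes summed to 1073540 in wildtype embryos at 18 hpf and 1293230 at 21 hpf, against 859057 to 1164860 and 874236 to 968416 in the deficient groups. Among genes of at least 10 FPKM at loci of at least 300 bp, the upper bound lay a median of 44.0% to 45.7% above the value across the 8 groups. At these median widths, bounds of equal relative width separated only when the values differed by 2.57- to 2.69-fold. Each deficient group was compared with the wildtype group of the same stage by the log2 ratio of FPKM plus a pseudocount of 1, which understates the change of low genes. A gene was counted as changed when its FPKM was at least 1 in 1 of the groups, its log2 ratio was at least 1 in absolute value, its bounds did not overlap and Cuffdiff had marked both values as usable. Positions are given from 1 as listed with the triplicate values, without a named build. The paper's methods name Zv9 in all cases, and the unplaced sequences listed with these values do not carry Zv9 scaffold names.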

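Transcripts of the targeted genes were low in every group of the triplicate experiment. The gene *tbx5a*, at chromosome 5 from 71474531 to 71504895, had 1.61 (0.390 to 2.82) FPKM in wildtype embryos at 18 hpf, where the values in parentheses are the authors' bounds. It had 1.54 (0.488 to 2.59) in Tbx5a-deficient, 0.982 (0.288 to 1.68) in Tbx5b-deficient and 1.54 (0.475 to 2.61) in double-deficient embryos. At 21 hpf these values were 1.04 (0.233 to 1.84), 1.90 (0.613 to 3.19), 1.28 (0.276 to 2.29) and 1.16 (0.344 to 1.98) in the same order. The gene *tbx5b*, at chromosome 5 from 22648482 to 22657915, had 0.0699 FPKM in wildtype, 0.153 in Tbx5a-deficient, 0.164 in Tbx5b-deficient and 0.148 in double-deficient embryos at 18 hpf. Its values at 21 hpf were 0.0833, 0.208, 0.151 and 0.229, and its lower bound was 0 in all 8 groups. The bounds of both genes overlapped between every deficient group and wildtype. The paper describes the *tbx5b* morpholino as translation blocking, which leaves the transcript in place, so the *tbx5b* values do not check the labels of the groups. It does not state how the *tbx5a* morpholino acts. With bounds that overlapped, the *tbx5a* values do not check the labels either.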

Because both Tbx5a and Tbx5b morpholinos accurately recapitulate the mutant phenotypes and because the mutant phenotypes cannot be identified during the stages of limb field migration, morpholinos were used to create embryos deficient in either of the Tbx5 paralogues as well as in both. The use of morpholinos also allows for the assaying of single gene effects without paralogous gene compensation[26].

Preliminary results done on one replicate at each time point and analyzed using the Cuffdiff suite showed many genes that were differentially expressed were expressed in the eye (54 of the 153 genes with known tissue expression). 

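The preliminary experiment had 1 library of 10 whole embryos for wildtype, Tbx5a-deficient and Tbx5b-deficient embryos at each stage, 6 libraries in all, and no double-deficient embryos. The authors processed the stages separately into FPKM values, with Zv9 scaffold names and a larger set of genes at 18 hpf, and for the 14648 loci of the triplicate experiment at 21 hpf. With 1 library per group, no difference in this experiment has a replicate check, and the authors' bounds cannot rest on variation between pools of the same group. The number of reads per library is unknown, but low FPKM values rose in even steps. The most frequent ratio of low values between libraries, rounded, gave a rough estimate of the relative number of reads. A scaling of the values between libraries would also move it. Against the library labelled wildtype, the estimate was 0.973 for the library labelled Tbx5a-deficient and 1.22 for that labelled Tbx5b-deficient at 18 hpf. At 21 hpf it was 0.973 and 0.946. The median bound separated at a 1.90-fold difference at 18 hpf and a 1.72-fold difference at 21 hpf. At 18 hpf, *tbx5a* had 1.11 (0.630 to 1.59) FPKM in the library labelled wildtype, 1.01 (0.568 to 1.46) in that labelled Tbx5a-deficient and 5.30 (3.18 to 7.42) in that labelled Tbx5b-deficient. At 21 hpf it had 2.51 (1.67 to 3.35) in wildtype, 16.1 (11.8 to 20.4) in Tbx5a-deficient and 3.88 (2.67 to 5.09) in Tbx5b-deficient embryos. The rise of *tbx5a* past the bounds was therefore in the library labelled Tbx5b-deficient at one stage and in that labelled Tbx5a-deficient at the other, and the values do not show at which stage a label would be wrong. All preliminary groups are named by their labels. Without a pseudocount, an alternative added after the data were seen, the log2 ratio of *tbx5a* in the library labelled Tbx5b-deficient at 18 hpf moved from 1.58 to 2.25. The gene *tbx5b* had 0.325, 0.241 and 0.478 FPKM in the libraries labelled wildtype, Tbx5a-deficient and Tbx5b-deficient at 18 hpf, and 1.39, 1.68 and 2.45 at 21 hpf.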

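Eye transcripts were compared between the wildtype embryos of the preliminary experiment, with eyes, and of the triplicate experiment, without them, over a list of 34 eye genes fixed in advance. The median log2 ratio of the list exceeded that of all genes by 0.89 at 18 hpf, over 27 genes, and by 1.65 at 21 hpf, over 33 genes. At both stages it lay above all of 10000 random lists of the same size matched on mean expression. Restricting the list to crystallin, retinal and pigment genes moved the value at 21 hpf most, to 2.46, but gave 0.86 at 18 hpf. The value at 18 hpf moved most with a pseudocount of 0.1, to 1.48. The experiments were normalized separately, and eye removal and experiment cannot be told apart because they changed together. A list of 19 muscle genes, which removal of the eyes does not target, was also higher in the preliminary wildtype library at 21 hpf, by 1.86, but differed by -0.59 at 18 hpf, over 15 genes.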

To limit the differentially expressed targets to genes that may play a role in either heart or limb development, the eyes were removed before cDNA extraction for all subsequent experiments, although some comparisons do include the sequencing data performed using complete embryos (Preliminary Cuffdiff).

To create lists of differential gene expression for each genotype, expression levels were compared between deficient and wildtype embryos at the same time point. As described in the Methods Section, three different procedures for identifying gene expression were used in this study, which produced distinctive lists of differentially expressed genes (Fig 2A). The preliminary experiment produced 632 million reads and a list of 494 differentially expressed genes (detected using Cuffdiff), of which 454 were unique (Fig 2A). This final triplicate sequencing gave 309.4 million reads. 

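In the preliminary experiment, 246 of 15712 genes kept at 18 hpf were changed in the library labelled Tbx5a-deficient against that labelled wildtype. Of these, 88 were higher and 158 lower. The library labelled Tbx5b-deficient gave 250 of 15847, 96 higher and 154 lower. At 21 hpf of that experiment, 9 of 11651 genes were changed in Tbx5a-deficient embryos. In Tbx5b-deficient embryos 194 of 11735 were changed, of which 84 were higher and 110 lower. The 4 contrasts together held 480 gene names. The largest fall at 18 hpf was that of *isg15*, from 45.1 FPKM in the library labelled wildtype to 0.366 in that labelled Tbx5a-deficient and 1.02 in that labelled Tbx5b-deficient. The gene *gch2* rose from 5.97 to 28.4 and 31.7 FPKM in the same libraries, and both contrasts share the library labelled wildtype. In Tbx5b-deficient embryos at 21 hpf the largest fall was that of *slc25a4*, from 35.6 to 5.98 FPKM. The largest rise there was that of *rpph1*, the RNA of ribonuclease P, from 2.32 to 45.9 FPKM. The counts at 18 hpf moved most when the bounds were not used, to 549 and 604 genes.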

When using Cuffdiff to produce differential gene expression lists, a list of 162 differentially expressed genes were identified. 

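Of 10569 genes kept for Tbx5a-deficient embryos of the triplicate experiment at 18 hpf, 27 were changed, 11 higher and 16 lower. Tbx5b-deficient embryos at 18 hpf had 27 changed genes of 10621, 13 of them higher, and double-deficient embryos had 25 of 10566, 13 of them higher. At 21 hpf there were 32 changed genes in Tbx5a-deficient, 24 in Tbx5b-deficient and 30 in double-deficient embryos, with 16, 11 and 14 of them higher. The 6 contrasts together held 75 gene names. No single contrast reached the 50 unchanged genes that the same rule called in simulated data. The simulation held only loci of at least 300 bp, so its 50 is no measure of false calls at shorter loci. Loci under 300 bp, most of them microRNA precursors, made up 81.8% of the 165 calls and 0.355% of the genes kept, and in 84.2% of the calls 1 of the compared groups was listed at 0. A group listed at 0 has bounds of 0, so its bounds are apart from those of any group with a lower bound above 0. The largest fall at 18 hpf in all 3 contrasts was that of *mir1-2*, from 38.0 FPKM in wildtype embryos to a value listed at 0 in each deficient group. The gene *mirlet7j* was listed at 0 in wildtype embryos and had 45.3 FPKM in Tbx5a-deficient and 107 in Tbx5b-deficient embryos. These loci are listed as 84849 bp and 7539 bp long and overlap other genes, *mib1* and *wdr82*, so their values are uncertain for another reason than a short locus. Oligo dT cDNA is made from polyadenylated RNA, and a value at a locus little longer than the 50 bp reads rests on few read positions. At loci of at least 300 bp, a limit chosen after the data were seen, 8, 5 and 3 changed genes were counted at 18 hpf and 5, 4 and 5 at 21 hpf. Without the use of bounds, Tbx5a-deficient embryos at 21 hpf had 162 changed genes, 25 higher and 137 lower. Genes of at least 1000 FPKM were lower in all 3 deficient groups at 21 hpf, with a median log2 ratio of -0.72, -0.49 and -0.54 over 154 genes. At 18 hpf these medians were -0.07, -0.46 and 0.15 over 150 genes.

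**Figure D1:**
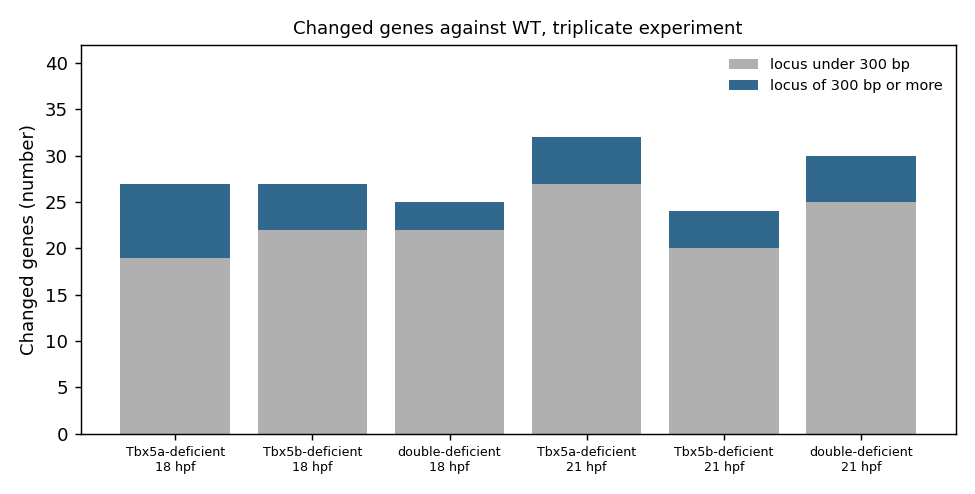
Number of changed genes in each deficient group against the wildtype (WT) group of its stage in the triplicate experiment, stacked by the length of the locus. Loci under 300 bp, in grey, hold 19 to 27 genes per contrast and longer loci, in blue, hold 3 to 8.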

Of these genes, 111 were unique to this method of analysis (Fig 2A). 

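By gene name, the 480 changed genes of the preliminary experiment and the 75 of the triplicate experiment shared 4, *cyp11a1*, *egln3*, *rpph1* and a gene known by a zgc number, which were chosen for naming after their values were seen. Within the same contrast only *rpph1* was shared, in Tbx5b-deficient embryos at 21 hpf, and its directions were opposite. There it fell in the triplicate experiment from 58.9 to 3.97 FPKM. Across all genes kept in both experiments, Pearson's r between the log2 ratios of the experiments was -0.0793 for the libraries labelled Tbx5a-deficient at 18 hpf and -0.0286 for those labelled Tbx5b-deficient, over 7743 and 7782 genes. At 21 hpf it was 0.123 over 10592 genes and -0.00543 over 10590. These 4 correlations are across genes, which are not independent replicates, and carry no p-value. The value that moved most was that of Tbx5b-deficient embryos at 21 hpf, which was 0.252 over only the genes changed in the triplicate contrast.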

Of note, only 13 genes were detected as differentially expressed between the preliminary and triplicate experiment, despite the fact that the only difference between them is number of replicates and removal of the eyes. The HOLT method identified the fewest number of differentially expressed genes, identifying 61 differentially expressed genes, of which 31 were unique to this method (Fig 2A). Conversely, EdgeR identified the greatest number of differentially expressed genes in this dataset, identifying 1561 differentially expressed genes, of which 1515 were unique to this dataset (Fig 2A). These results are consistent with other studies showing that different methods of identifying differential gene expression can produce relatively different lists of differential gene expression[27].

**Fig 2:**
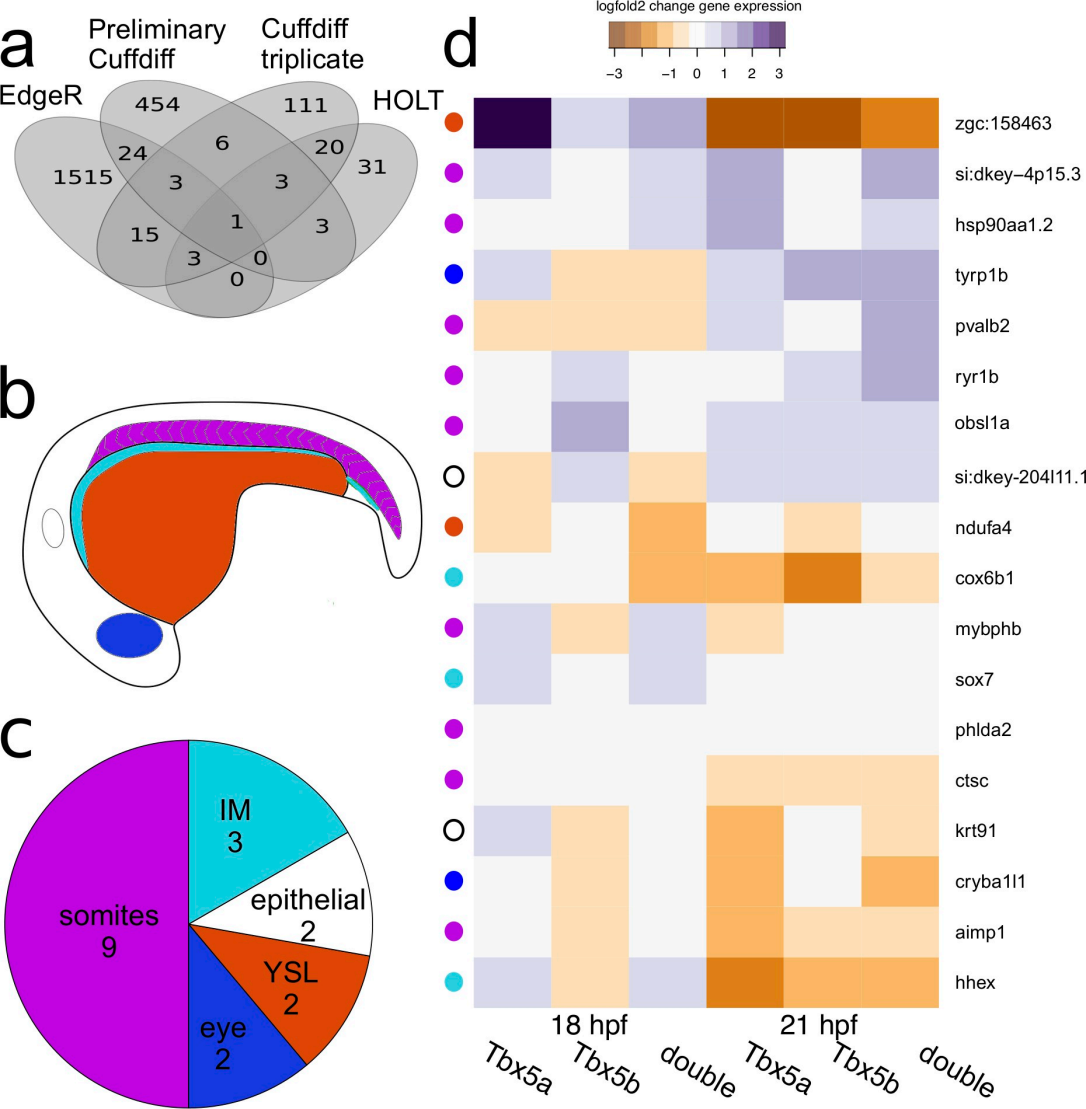
RNAsequencing data on Tbx5 paralogues. (a) Overlapping results of different methods of differential gene expression. (b) Schematic diagram of an embryo showing the different tissues where affected genes were expressed. (c) Breakdown of expression changes by location. (d) Differential gene expression in the confirmed genes. Colors are based on the fold change values generated in the Triplicate Cuffdiff differential expression. The colored dot to the left of the image corresponds with the main location of expression of the gene. White is epithelial expression, blue is eye expression, orange is expression in the Yolk Syncytial Layer (YSL), light blue is expression in the intermediate mesoderm (IM) and purple is somitic expression. The epithelial category encompasses peridermal and epidermal expression.

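For the 18 genes of this panel, 108 log2 ratios were computed from the pooled FPKM values, and 16 of them, from 8 genes, were at least 1 in absolute value, 13 at 21 hpf. The authors' bounds overlapped between the deficient and wildtype groups for all 108, so none of these genes was counted as changed in the triplicate experiment. The topmost gene of the panel, known by a zgc number and listed at chromosome 5 from 825789 to 827000, is an rRNA gene in the RefSeq annotation of GRCz12tu. At 18 hpf it had 364 (189.6 to 538) FPKM in wildtype and 3344 (0 to 7611) in Tbx5a-deficient embryos, a log2 ratio of 3.20. At 21 hpf wildtype embryos had 3093 (0 to 7115) FPKM, and the log2 ratios were -2.35 in Tbx5a-deficient, -2.34 in Tbx5b-deficient and -1.85 in double-deficient embryos. The gene *hhex*, at chromosome 12 from 47692859 to 47699955, had 24.6 (9.29 to 39.9) FPKM in wildtype embryos at 21 hpf and log2 ratios of -1.40, -1.06 and -1.05 in the same order of groups. The gene *sox7*, at chromosome 20 from 19175544 to 19178841, had 6.12 (3.00 to 9.24) FPKM in wildtype embryos at 18 hpf and log2 ratios of 0.50, -0.05 and 0.41. The gene *hsp90aa1.2*, at chromosome 20 from 54178150 to 54192172, had 73.2 (32.2 to 114) FPKM in wildtype embryos at 18 hpf and log2 ratios of 0.11, 0.06 and 0.29. At 21 hpf its ratios were 1.39 in Tbx5a-deficient, -0.22 in Tbx5b-deficient and 0.54 in double-deficient embryos. Preliminary ratios at 21 hpf, in Tbx5a-deficient and Tbx5b-deficient embryos, were 0.24 and 0.54 for the topmost gene, -0.38 and 0.20 for *hhex* and -0.45 and -0.17 for *hsp90aa1.2*, all with bounds that overlapped. In the preliminary experiment at 18 hpf *sox7* had 11.05 (7.60 to 14.5) FPKM in the library labelled wildtype, 4.70 (3.099 to 6.30) in that labelled Tbx5a-deficient, where it was counted as changed at a log2 ratio of -1.08, and 11.6 (8.00 to 15.2) in that labelled Tbx5b-deficient.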

In order to select a smaller subset of these results for further screening, a list was created of genes that had been detected as differentially regulated by at least two methods of the analyses outlined above. This produced a list of 78 genes (Fig 2A, Full list is provided in S3 Fig) that were differentially expressed in Tbx5a-deficient, Tbx5b-deficient or doubly-deficient Tbx5a/b embryos (henceforth referred to as double-deficient embryos). However, not all expression changes were significant for each comparison for each gene. This is because the list was compiled of genes that had at least one significant differential expression change for any condition, not of genes that had significant differential expression changes for all conditions. When clustering the lists generated by differential gene expression for all conditions, we can see that the two separate time points first cluster together, suggesting that the largest difference in significant differential gene expression is temporal (S3 Fig). 

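The 6 contrasts of the triplicate experiment were clustered by average linkage on Pearson's r across 11040 genes, rather than on the paper's gene lists, which were not used here. Contrasts of one stage share a wildtype group, which by itself raises r within a stage. The mean r within a stage exceeded the mean r between stages by 0.479. The first split nevertheless parted Tbx5a-deficient and double-deficient embryos at 18 hpf from the other 4 contrasts, with Tbx5b-deficient embryos at 18 hpf joining the contrasts of 21 hpf. The first split was by stage with a pseudocount of 0.1, over only the 75 changed genes, and with ratios to the mean of both wildtype groups or to the wildtype of the other stage. Ratios to the wildtype of the other stage moved the value most, to 1.11, and contain the change of wildtype embryos with stage. Ratios to the mean of both wildtype groups contain part of it, so a split by stage is built into both.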

Next, for both time points, Tbx5a-deficient and double-deficient target genes cluster together, suggesting that in general the list of Tbx5a differentially regulated genes is more similar to the double-deficient differentially regulated genes list than it is to the Tbx5b list.

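At 18 hpf, the log2 ratios of double-deficient embryos had an r of 0.661 with those of Tbx5a-deficient embryos and 0.126 with those of Tbx5b-deficient embryos, across 10725 genes. At 21 hpf the values were 0.707 and 0.676, across 10923 genes. The single deficiencies had an r of 0.293 with each other at 18 hpf and 0.708 at 21 hpf, as close at the later stage as either was to double-deficient embryos. All 3 pairs of a stage share the same wildtype values, which by itself raises r, so r at 21 hpf does not show a shared response. Genes are not independent replicates, and no spread between libraries was available for r. The value for Tbx5b-deficient and double-deficient embryos at 18 hpf changed sign with Spearman's rho, to -0.205. With ratios to the mean of the 4 groups of a stage, r at 18 hpf was 0.136 for Tbx5a-deficient and -0.686 for Tbx5b-deficient embryos, and at 21 hpf -0.122 and -0.322. Such ratios sum to near 0 over the 4 groups, which lowers r. From the clustering of its lists, the paper proposes that the genes regulated in Tbx5a-deficient embryos are closer to those of double-deficient embryos than to those of Tbx5b-deficient embryos.

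**Figure D2:**
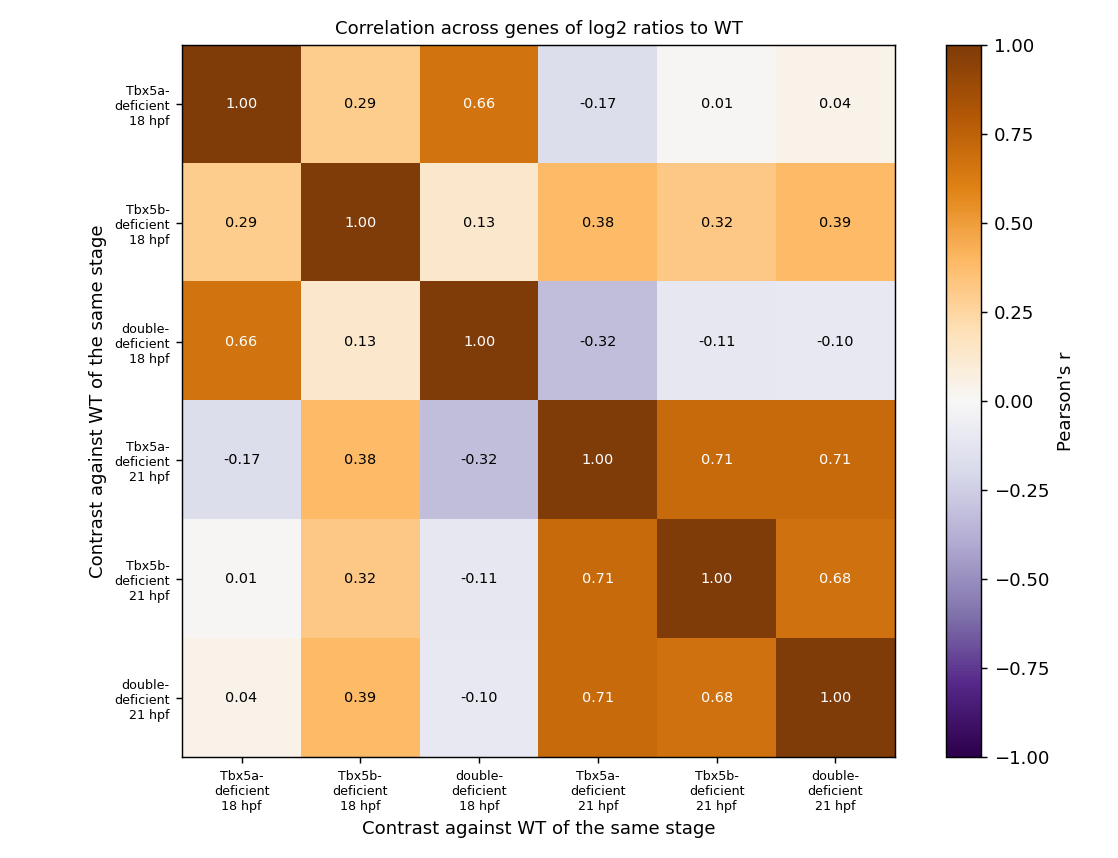
Pearson's r across genes between the log2 ratios to wildtype (WT) of each pair of contrasts in the triplicate experiment, over the 11040 genes with usable values in all groups and an FPKM of at least 1 in any. At 21 hpf the lowest pair is 0.676, and at 18 hpf the highest is that of Tbx5a-deficient and double-deficient embryos.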

### Candidate gene identification and in situ hybridization

To understand spatiotemporal information about the results of this whole-embryo RNA-sequencing experiment, *in situ* hybridizations were performed for the 78 genes on the combined list. This provided information about the tissue in which a target gene was located in and if there were any detectable changes in expression levels or patterning in Tbx5a-deficient, Tbx5b-deficient, or double-deficient embryos at different time points.

Of the 78 candidate genes, 18 were confirmed to have specific changes in expression that was detectable by *in situ* expression changes. These genes were expressed in a variety of tissues (Fig 2B and 2C). Nine genes were identified as being differentially expressed in the somites, three genes were identified as being expressed in the intermediate mesoderm, two genes were identified as being expressed in the yolk syncytial layer, two genes were identified as being differentially expressed in the eye, one gene was identified as being differentially expressed in the periderm, and one gene was identified as being differentially expressed in epidermal tissue (a full list is provided in Fig 2D).

### Tbx5 paralogues show changes in expression in the vasculature

Three of the genes were expressed in the intermediate mesoderm, a tissue which lies immediately medial to the LPM and differentiates into blood/endothelial precursors and the pronephric tubules. Both *sox7* and *hhex* are expressed primarily in endothelial precursors[28,29], while *cox6b1* is expressed in the developing pronephros. Vasculature and endothelial precursors originate in the intermediate mesoderm and then migrate to the midline during somitogenesis[28]. *Sox7* in particular shows a distinctive change in both Tbx5b-deficient and double-deficient embryos, which appears to correspond with a disrupted or disorganized migration of angioblasts migrating to the dorsal aorta (Fig 3A and 3A”’).

**Fig 3:**
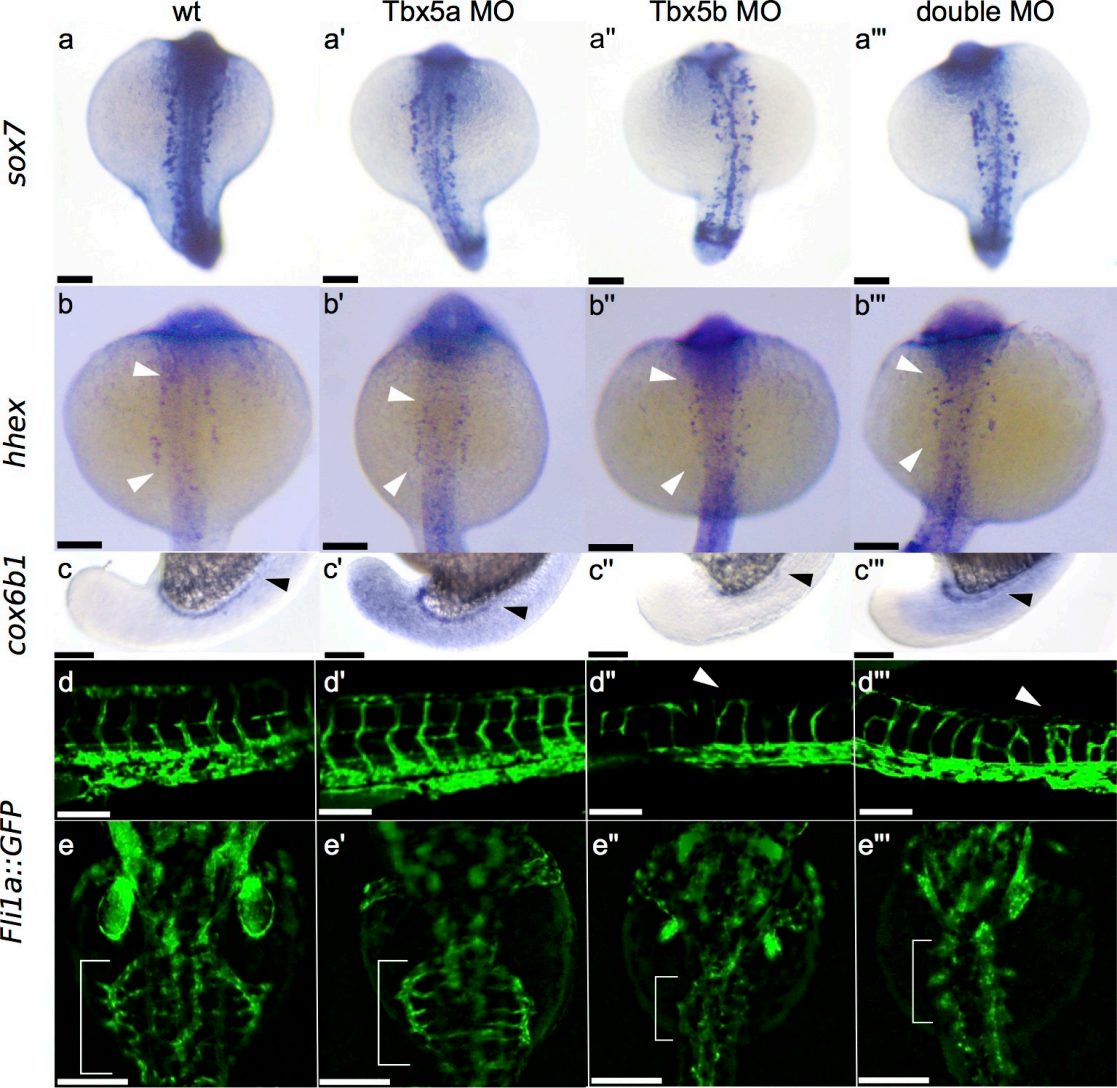
Effects of Tbx5 paralogues on vasculature. (a-a”’) Dorsal view of *sox7* expression at 18 hpf showing misexpression in Tbx5a-deficient embryos (a’), Tbx5b-deficient embryos (a”) and double-deficient embryos (a”’) compared to normal wildtype expression (a). (b-b”’) Dorsal view of *hhex* expression at 21 hpf displaying mild misexpression in Tbx5a-deficient embryos (b’) and more severe misexpression in Tbx5b-deficient embryos (b”) and double-deficient embryos (b”’) compared to wildtype (b). (c-c”’) Lateral view of *cox6b1* expression at 18 hpf in the developing pronephric duct. Arrowheads mark the anterior limit of expression. Expanded expression is present in the surrounding tissue of Tbx5a-deficient (c’) and double-deficient (c”’) embryos, while expression is decreased throughout the embryo in Tbx5b-deficient embryos (c”). (d-d”’) Lateral view of the *Tg(fli1a*::*EGFP)y1* line displays increased branching in the intersomitic vessels of both Tbx5b-deficient (d”) and double-deficient embryos (d”’) (see arrowheads) compared to either wildtype (d) or Tbx5a-deficient embryos (d’). (e-e”’) Dorsal view of the *Tg(fli1a*::*EGFP)y1* line. The subintestinal vessels are marked with a bracket in 3 dpf embryos. There is a decrease in size of the subintestinal vasculature in Tbx5b-deficient (e”) and double-deficient (e”’) embryos compared to either wildtype (e) or Tbx5a-deficient embryos (e’). Scale bars are 100 μm.

Of the two genes mis-regulated in the vasculature, *sox7* showed the most striking effect. In wildtype embryos, the vasculature precursors are arranged in a regular fashion on both sides of the midline at 18 hpf (Fig 3A). In Tbx5a-deficient embryos, there is an increased disorganization of these precursor cells (Fig 3A’). Both Tbx5b-deficient and double-deficient embryos show a strong decrease in organization of these cells, as well as an apparent decrease in the number of expressing cells present (Fig 3A” and 3A”’).

The gene *hhex* is misexpressed at 21 hpf by *in situ* hybridization. In wildtype embryos, *hhex* is expressed in vasculature precursors (Fig 3B) as well as in the intermediate cell mass located post yolk-extension which will contribute to either the pronephros or blood/endothelium. The wildtype expression is present in two orderly stripes on both sides of the embryo (see arrowheads marking the extent of the expression). In Tbx5a-deficient embryos the extent of this expression is slightly decreased (see white arrowheads marking the extent of expression) compared to wildtype embryos (Fig 3B’), however the expression is still located in two orderly stripes. However, both Tbx5b-deficient and double-deficient embryos show a scattered expression of these cells, including expression closer to the midline than in either wildtype or Tbx5a-deficient embryos (Fig 3B” and 3B”’). This is consistent with the *sox7* data suggesting that there is both a strong downregulation and mis-expression of vasculature precursors in Tbx5b-deficient and double-deficient embryos.

The gene *cox6b1* is expressed in the developing pronephros (Fig 3C, arrowhead marks the anterior extent). In Tbx5a-deficient embryos, there is ectopic *in situ* expression present in the surrounding tissue of the embryo, as well as an increased level of expression in the pronephros (Fig 3C’). However, Tbx5b-deficient embryos show a decrease in *in situ* levels of expression, with only faint levels of *cox6b1* expression remaining in the pronephros (Fig 3C”). This downregulation is consistent with the significant differential gene expression data, which found that *cox6b1* was significantly downregulated in Tbx5b-deficient embryos compared to wildtype embryos at 18 hpf (preliminary cuffdiff data). 

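In the preliminary experiment, *cox6b1*, at chromosome 24 from 41179012 to 41183544 of Zv9, had 35.2 (23.8 to 46.7) FPKM in the library labelled wildtype at 18 hpf. It had 5.59 (3.24 to 7.93) in the library labelled Tbx5b-deficient, a log2 ratio of -2.46 with bounds apart, and was counted as changed. The library labelled Tbx5a-deficient had 27.6 (18.4 to 36.8) FPKM, with bounds that overlapped those of the library labelled wildtype. The direction rests on the labels of single libraries. The paper sets this difference beside the faint *in situ* staining of Tbx5b-deficient embryos.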

Interestingly, *cox6b1* expression in the double-deficient embryos is also expanded and appears more similar to Tbx5a-deficient embryos (Fig 3C”’). The RNA sequencing data only detected a significant change in differential gene expression at 18hpf in Tbx5b-deficient embryo in both the preliminary and the triplicate experiments.

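The triplicate values list *cox6b1* over chromosome 24 from 38314403 to 39813220, a span that contains other genes, and its values are uncertain for that reason. At 18 hpf it had 30.7 (0 to 95.7) FPKM in wildtype, 28.9 (0 to 98.9) in Tbx5a-deficient, 35.0 (0 to 106) in Tbx5b-deficient and 13.0 (0 to 57.2) in double-deficient embryos. The log2 ratio was 0.18 in Tbx5b-deficient and -1.18 in double-deficient embryos. At 21 hpf wildtype embryos had 52.6 (0 to 154) FPKM and the log2 ratios were -1.09 in Tbx5a-deficient, -1.55 in Tbx5b-deficient and -0.50 in double-deficient embryos. The lower bound was 0 in all 8 groups, and no difference in this gene was detectable at this precision. The preliminary experiment at 21 hpf, over the same span, gave 52.9 (0 to 123) FPKM in wildtype and 63.4 (0 to 136) in Tbx5b-deficient embryos.

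**Figure D3:**
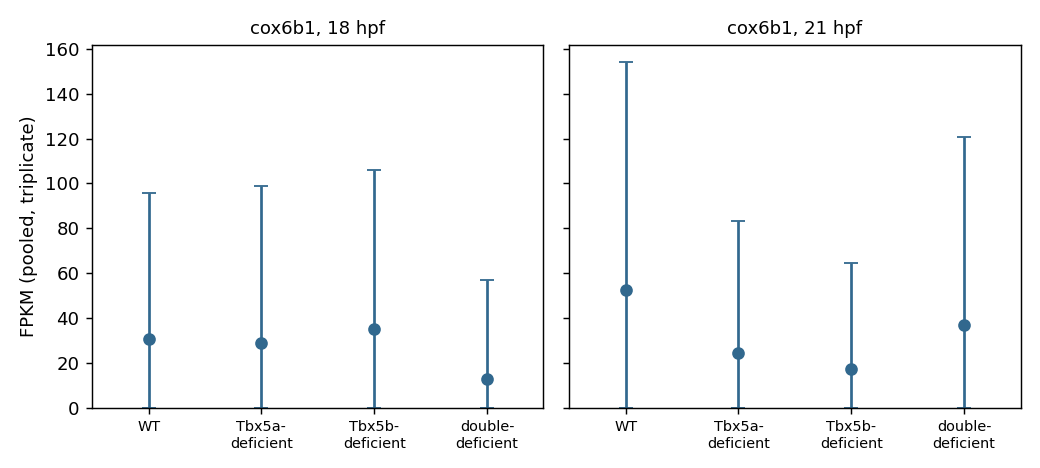
Pooled FPKM of *cox6b1* in the wildtype (WT) and deficient groups of the triplicate experiment at 18 hpf (left) and 21 hpf (right), where points are the authors' values and bars their confidence bounds. All bars reach 0, and the points lie between 13.0 and 52.6 FPKM.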

To test if there are any underlying defects in the vasculature, we used the *Tg*(*fli1a*::*EGFP)y1* transgenic line to examine the structure of the vasculature[30]. The intersomitic vessels (ISV) of normal embryos show a clear “V shaped” pattern as these vessels form in between the somites (Fig 3C). Notably, these vessels are patterned prior to fluid flow, so the patterning of the ISV should not be affected by possible changes in fluid flow due to the Tbx5-deficient paralogues’ defective hearts. Tbx5a-deficient embryos exhibit normal branching in the ISV (Fig 3D’). However, Tbx5b-deficient embryos display minor defects in the ISV with additional ectopic branching (arrowhead, Fig 3D”). Double-deficient embryos show an even stronger defect in the structure of the ISV, exhibiting an increase in ectopic branching points (arrowhead, Fig 3D”’).

We also examined the subintestinal vessels (SIV) of embryos at 3 dpf. In wildtype embryos the SIV spreads out over the yolk with small vessels leading back to the midline along the length of the SIV (Fig 3E, in brackets). Tbx5a-deficient embryos in general display an overall SIV morphology that is relatively normal sized and shaped (Fig 3E’). However, the size of the SIV is largely decreased in Tbx5b-deficient embryos (Fig 3E”) and almost completely missing in double-deficient embryos (Fig 3E”’). This suggests that the Tbx5 paralogues may be playing a role in vasculogenesis.

### Somitic genes are the largest category of differentially expressed genes

The largest category of differentially expressed genes were those expressed in the somites. Although all of these genes were misexpressed in the affected embryos, three of these genes, *hsp90aa1*.*2*, *mybphb*, and *phlda2*, showed misexpression patterns most strongly at 18 hpf (S4 Fig). Six genes, *obsl1a*, *pvalb2*, *si*:*dkey-4p15*.*3*, *ctsc*, *aimp1*, and *ryr1b*, showed misexpression patterns most strongly at 21 hpf (S4 Fig).

The gene *hsp90aa1*.*2* is a heat shock protein and upregulated in all morphant conditions at 18 hpf (Fig 4A and 4A”’). Wildtype embryos have *hsp90aa1*.*2* expression clearly expressed within somites (Fig 4A). In Tbx5a-deficient embryos, *hsp90aa1*.*2* expression is upregulated especially in the anterior somites (Fig 4A’). In Tbx5b-deficient embryos, *hsp90aa1*.*2* is also upregulated in the anterior somites but additionally appears to be misexpressed throughout the entire somite structure as well, as compared to either the wildtype or the Tbx5a-deficient embryos (Fig 4A”) in which boundaries of expression between somites can be seen more clearly. Double-deficient embryos exhibit even stronger staining throughout the embryo, with staining no longer limited between somitic boundaries (Fig 4A”’). The gene *phlda2* is also expressed in the somites at 18 hpf, as well as in more anterior head mesenchyme (Fig 4B, S4A Fig). Both the *in situs* and the RNA sequencing data show a decrease in embryo-wide expression of *phlda2* in single-deficient embryos at 18 hpf compared to wildtype embryos (S4A’ and S4A” Fig), although the levels of expression specifically in the somites appear consistent for both Tbx5a-deficient and Tbx5b-deficient embryos. However, when we examine the whole body *in situ* images, we can see that expression in the anterior regions of the embryo is specifically decreased compared to either Tbx5a-deficient or Tbx5b-deficient embryos which may explain the RNA sequencing results (S4A and S4A” Fig). However, double-deficient embryos show a strong loss of expression both in the somites and throughout the whole embryo (Fig 4B”’, S4A”’ Fig).

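In the library labelled wildtype of the preliminary experiment at 18 hpf, *phlda2* had 86.2 (61.4 to 111) FPKM. It had 36.5 (25.3 to 47.8) in the library labelled Tbx5a-deficient, a log2 ratio of -1.22 with bounds apart, and 48.6 (34.0 to 63.1) in that labelled Tbx5b-deficient, a ratio of -0.81 with bounds that overlapped. In the triplicate experiment, where the gene was listed at chromosome 25 from 23427249 to 23428532, wildtype embryos had 47.5 (25.8 to 69.2) FPKM at 18 hpf, and the log2 ratios were -0.09 in Tbx5a-deficient, -0.06 in Tbx5b-deficient and -0.01 in double-deficient embryos. The bounds of all 3 overlapped those of wildtype.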

**Fig 4:**
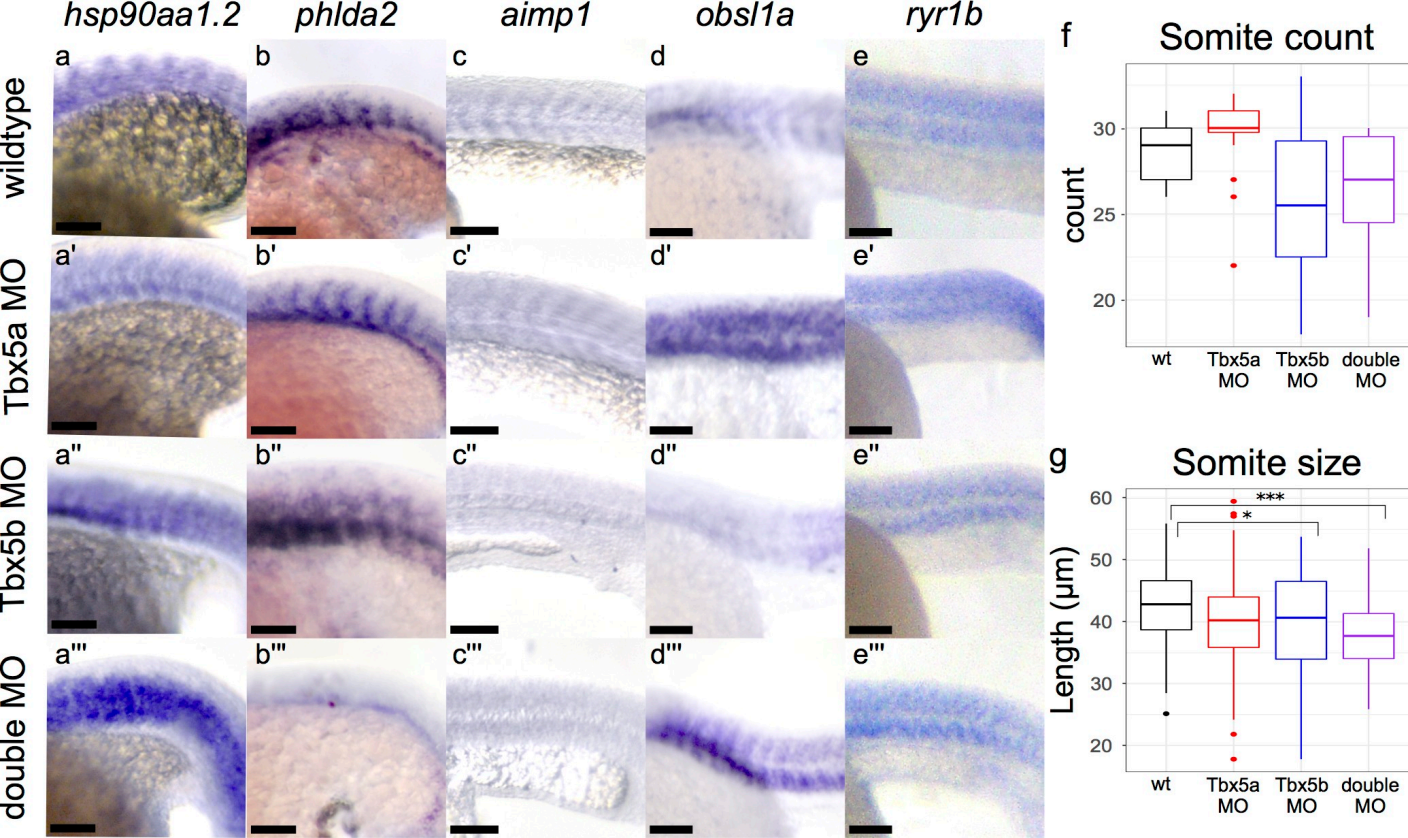
Effects of Tbx5 Paralogues on the Somites. All views are lateral, see text for details. *hsp90aa1*.*2* expression at 18 somite stage is expanded in Tbx5b-deficient (a”) and double-deficient (a”’) embryos compared to wildtype (a). *phlda2* expression at 18 hpf is consistent in the somites in wildtype (b), Tbx5a-deficient (b’) and Tbx5b-deficient (b”) embryos, but mostly absent in double-deficient embryos(b”’). Expression of *aimp1* at the 21 hpf stage is decreased in Tbx5a-deficient (c’), Tbx5b-deficient (c”) and double-deficient (c”’) embryos compared to wildtype embryos (c). In 21 hpf embryos, *obsl1a* expression is increased in the somites of Tbx5a-deficient (d’) and double-deficient (d”’) embryos compared to wildtype (d) embryos. Tbx5b-deficient embryos show a decrease in expression in the trunk somites (d”) but an increase in the more posterior somites (S4F” Fig) compared to wildtype embryos. Expression of *ryr1b* is increased slightly in the Tbx5a-deficient (e’) embryos compared to wildtype embryos (e) and most strongly in the double-deficient embryos especially in the ventral somites(e”’). Expression of *ryr1b* in the Tbx5b-deficient embryos (e”’) is more similar to wildtype than to Tbx5a-deficient embryos. Scale bar is 100 μm. (f) Somite count of embryos at 25 hpf. Tbx5a-deficient (n = 16), Tbx5b-deficient (n = 12), and double-deficient (n = 15) showed no significant difference in somite count compared to wildtype (n = 15). (g) Somite length measured along the AP axis of wt (n = 104), Tbx5a-deficient (n = 110), Tbx5b-deficient (n = 66) and double-deficient (n = 96). Both Tbx5b-deficient and double-deficient embryos showed a significant decrease in somite size compared to wt embryos. (g-f) significance was tested using ANOVA and Tukey HSD test, *p<0.05, ***p<0.0001.

The gene *aimp1* is expressed in all somites at 21 hpf (Fig 4C, S4H Fig). 

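The FPKM of *aimp1*, at chromosome 1 from 49650153 to 49675828, was 206 (94.5 to 317) in wildtype embryos of the triplicate experiment at 21 hpf. It was 98.6 (57.4 to 139.9) in Tbx5a-deficient, 132 (76.2 to 187) in Tbx5b-deficient and 129.7 (73.3 to 186) in double-deficient embryos, with log2 ratios of -1.05, -0.64 and -0.66. The bounds of each deficient group overlapped those of wildtype. Preliminary embryos at 21 hpf had 91.5 (67.6 to 115) FPKM of *aimp1* in wildtype, 93.8 (69.3 to 118) in Tbx5a-deficient and 101 (74.4 to 127) in Tbx5b-deficient embryos.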

Consistent with the whole-embryo differential expression data, the level of expression appears to be decreased in all morphant embryos at 21 hpf, most notably in the Tbx5b-deficient and double-deficient embryos (Fig 4C’ and 4C”’, S4H’ and S4H”’ Fig). Expression for *obsl1a* expression at 21 hpf resides both in the eye and in the somites (Fig 4D, S4F Fig). 

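Wildtype embryos of the triplicate experiment had 5.15 (2.58 to 7.72) FPKM of *obsl1a*, at chromosome 6 from 19096976 to 19129073, at 21 hpf, and Tbx5a-deficient embryos had 7.43 (4.20 to 10.7), a log2 ratio of 0.45 with bounds that overlapped. With eyes, in the preliminary experiment, the values at 21 hpf were 18.3 (13.6 to 23.1) and 19.8 (14.7 to 24.9) FPKM.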

Consistent with the RNA sequencing differential expression levels, *obsl1a* expression appears to be upregulated in Tbx5a-deficient embryos in the somites at 21 hpf, although expression in the eye appears to be lost in these embryos (Fig 4B’, S4F’ Fig). Tbx5b-deficient embryos show decreased expression of *obsl1a* in the trunk somites but an increased expression level compared to wildtype embryos in the more posterior somites (Fig 4D”, S4F” Fig). This is consistent with the RNA sequencing data as it shows a less strong upregulation than Tbx5a-deficient embryos, which could be due to the uneven upregulation throughout the body of the embryo (Fig 4D”, S4F” Fig). 

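For *obsl1a* in the triplicate experiment at 21 hpf, Tbx5b-deficient embryos had 6.37 (3.53 to 9.21) FPKM, a log2 ratio of 0.26, and double-deficient embryos had 7.79 (4.31 to 11.3), a ratio of 0.51. The bounds of all 3 deficient groups overlapped one another and those of wildtype, so their order was not resolved. Preliminary Tbx5b-deficient embryos at 21 hpf had 17.5 (13.0 to 22.0) FPKM, a ratio of -0.06 with bounds that overlapped those of wildtype.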

Double-deficient embryos show a general increase in expression of *obsl1a* throughout all the somites, although this upregulation appears to be stronger in the ventral half of the somites than in the dorsal half (Fig 4D”’). At 21 hpf, *ryr1b* is expressed broadly throughout the somitic mesoderm (Fig 4E, S4I Fig). The whole embryo RNA sequencing data shows a trend towards upregulation in all morphant conditions, although this change is only significant in the double-deficient compared to wildtype condition. This is consistent with the *in situ* expression data, in which an increase in expression of *ryr1b* in the double-deficient embryos (most strongly in the dorsal somites) is observed (Fig 4E”’, S4I”’ Fig). 

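At 21 hpf, *ryr1b*, at chromosome 18 from 35516627 to 35755583, had 1.34 (0.601 to 2.08) FPKM in wildtype, 1.60 (0.825 to 2.38) in Tbx5a-deficient and 3.04 (1.49 to 4.59) in double-deficient embryos of the triplicate experiment. The log2 ratios were 0.15 and 0.79, and the bounds overlapped those of wildtype in both groups. Without a pseudocount the ratio in double-deficient embryos was 1.18. Preliminary embryos of that stage had 11.6 (8.59 to 14.6) FPKM in wildtype and 19.4 (14.4 to 24.5) in Tbx5a-deficient embryos, again with bounds that overlapped.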

There is also a potentially a slight increase in expression in the Tbx5a-deficient embryos compared to wildtype, especially in the more posterior somites (Fig 4E’, S4I’ Fig). Expression of *ryr1b* in the Tbx5b-deficient embryos (e”’) is more similar to wildtype than to Tbx5a-deficient embryos. 

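Tbx5b-deficient embryos of the triplicate experiment had 1.90 (0.997 to 2.81) FPKM of *ryr1b* at 21 hpf, a log2 ratio to wildtype of 0.31 with bounds that overlapped. Preliminary Tbx5b-deficient embryos had 20.4 (15.0 to 25.7) FPKM, a log2 ratio of 0.76 with bounds apart from those of wildtype, which was under the limit of 1 for a changed gene.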

Since the RNA sequencing data showed no significant change in differential gene expression in the Tbx5b-deficient embryo, this *in situ* data is consistent with the RNA sequencing data.

However, the remaining expression by *in situ* hybridization for the somite specific genes does not perfectly correspond with the whole embryo differential expression data. The following genes are either partially consistent or inconsistent between the RNA sequencing data and the *in situ* hybridization data. These genes may represent false positives or they may represent the limitations of using *in situ* hybridizations as a quantitative measurement. At 18 hpf, *mybphb* is expressed only in the dorsal half of the somites in wildtype embryos. It is upregulated in Tbx5a-deficient embryos, with the upregulation most strongly seen in the somites but also in the head of the embryo (S4B and S4B’ Fig). The Tbx5b-deficient embryos show an expansion of expression in the somites compared to wildtype, with expression detectable in both the dorsal and ventral half of the somites, with a loss of expression in the head (S4B” Fig). The double-deficient embryos show an increase in levels of expression of *mybphb* in the anterior somites, but a decrease in expression of *mybphb* in the posterior somites and the head, making it difficult to compare levels of expression with wildtype (S4B”’ Fig). This is mismatched with the RNA sequencing data which shows significant downregulation only in the Tbx5a-deficient embryos compared to wildtype at this time. 

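The triplicate value of *mybphb*, at chromosome 6 from 55022674 to 55070948, at 18 hpf was 88.2 (47.2 to 129) FPKM in wildtype and 132 (76.4 to 188) in Tbx5a-deficient embryos, a log2 ratio of 0.58. The ratio was -0.48 in Tbx5b-deficient embryos, with 62.7 (36.6 to 88.9) FPKM, and 0.43 in double-deficient embryos, with 119 (68.1 to 171). The bounds overlapped those of wildtype in all 3 groups. At 21 hpf the ratio in Tbx5a-deficient embryos was -0.41, from 138 to 104 FPKM, also with overlapping bounds. Preliminary Tbx5a-deficient embryos at 21 hpf had 228 (168 to 288) FPKM of *mybphb* against 179.8 (133 to 227) in wildtype, a ratio of 0.34 with bounds that overlapped.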

The gene *pvalb2a* is upregulated in all morphant conditions at 21 hpf by RNA sequencing, although it is not noticeably upregulated in the Tbx5a-deficient embryos by *in situ* (S4D and S4D”’ Fig). 

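The gene is listed as *pvalb2*, at chromosome 12 from 17588551 to 17590624. Triplicate embryos at 21 hpf had 34.5 (16.1 to 52.9) FPKM in wildtype, 51.1 (25.6 to 76.6) in Tbx5a-deficient, 40.5 (19.6 to 61.4) in Tbx5b-deficient and 81.2 (44.1 to 118) in double-deficient embryos. The log2 ratios were 0.55, 0.22 and 1.21, and the bounds of each deficient group overlapped those of wildtype. The preliminary values of *pvalb2* at 21 hpf were 646 (477 to 815) FPKM in wildtype, 618 (456 to 779) in Tbx5a-deficient and 267 (198 to 336) in Tbx5b-deficient embryos, a fall past the bounds in the last, with a log2 ratio of -1.27.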

The *in situ* expression changes for *pvalb2a* show a change in pattern at both the Tbx5b-deficient and double-deficient embryos, with expression appearing to be stronger, but limited to more anterior somites when compared to wildtype, which makes it difficult to conclusively determine if the levels of *pvalb2a* are differentially regulated on a whole-embryo level. 

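The gene *si:dkey-4p15.3*, at chromosome 15 from 19725761 to 19741779, had 4.03 (1.78 to 6.28) FPKM in wildtype, 10.6 (4.54 to 16.7) in Tbx5a-deficient and 7.58 (3.75 to 11.4) in double-deficient embryos of the triplicate experiment at 21 hpf. The log2 ratios were 1.21 and 0.77, with bounds that overlapped those of wildtype. The preliminary ratio in Tbx5a-deficient embryos at 21 hpf was -0.62, from 3.61 (2.47 to 4.74) to 2.00 (1.30 to 2.70) FPKM, also with overlapping bounds.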

Expression levels of *si*:*dkey-4p15*.*3* appear to be upregulated and expanded throughout the somites in all deficient cases by *in situ* (S4E and S4E”’ Fig), however it is only significantly upregulated in the RNA sequencing data in the Tbx5a-deficient condition. Furthermore, there is a discrepancy in *si*:*dkey-4p15*.*3* levels in Tbx5b-deficient embryos which appear to be differentially downregulated by the EdgeR comparison at 21 hpf, despite apparent increase in expression as seen by *in situ* (S4E”’ Fig). 

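By the pooled FPKM values of the triplicate experiment at 21 hpf, *si:dkey-4p15.3* had a log2 ratio of -0.19 in Tbx5b-deficient embryos, with 3.42 (1.43 to 5.40) FPKM and bounds that overlapped those of wildtype. The preliminary ratio for Tbx5b-deficient embryos at that stage was 0.30. EdgeR needs read counts, and the EdgeR comparison was not analysed here.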

The gene *ctsc* is expressed specifically at the middle of the somite and found to be significantly downregulated by RNA sequencing in both the Tbx5a-deficient and Tbx5b-deficient embryos at 21 hpf; in contrast the *in situ* expression in these embryos appears to be expanded (S4G and S4G”’ Fig).

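At 21 hpf in the triplicate experiment, *ctsc*, at chromosome 15 from 43682954 to 43704472, had 304 (117 to 490.3) FPKM in wildtype, 213 (108 to 319) in Tbx5a-deficient, 206 (101 to 311) in Tbx5b-deficient and 193 (103 to 283) in double-deficient embryos. The log2 ratios were -0.51, -0.56 and -0.65, all with bounds that overlapped those of wildtype. With eyes present, *ctsc* rose past the bounds in preliminary Tbx5b-deficient embryos at 21 hpf, from 81.6 (60.4 to 103) to 199 (146 to 251) FPKM, a log2 ratio of 1.27, and had 80.2 (59.4 to 101) in Tbx5a-deficient embryos.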

Despite the large number of somite-specific genes differentially expressed in this study, gross somite morphology appears similar in wildtype and Tbx5-deficient embryos (Fig 1F), as well as in Tbx5a mutants or Tbx5a-deficient embryos[12,17]. To test if the size or number of somites was different, we measured somite size and counted somite number in embryos deficient in the Tbx5 paralogues at 25 hpf, one hour after the end of somitogenesis[31]. There were no significant changes in somite count in the Tbx5-deficient embryos compared to wildtype (Fig 4F). There was a significant decrease in length of the somites in both the Tbx5b-deficient and double-deficient embryos compared to wildtype, but no decrease in somite length in Tbx5a-deficient embryos compared to wildtype (Fig 4G).

### Changes in other tissues

The retina is another site of expression of both Tbx5 paralogues. Both *cryba1l1* and *tyrp1b* are primarily expressed in the eye (*cryba1l1*, *tyrp1b*) and show the largest differential expression changes there. *The gene cryba1l1* is expressed in the wildtype eye at 21 hpf (S5A Fig). 

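With the eyes removed, *cryba1l1*, at chromosome 14 from 47326104 to 47333034, had 3.71 (0.811 to 6.61) FPKM in wildtype and 1.44 (0.201 to 2.68) in Tbx5a-deficient embryos at 21 hpf, a log2 ratio of -0.95 with bounds that overlapped. With the eyes present, in the preliminary experiment, it had 62.5 (45.9 to 79.0) FPKM in wildtype and 53.4 (39.0 to 67.7) in Tbx5a-deficient embryos at 21 hpf, also with bounds that overlapped.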

In Tbx5a- deficient embryos, *cryba1l1* expression is reduced to a smaller region of the eye (arrowhead), consistent with the significant downregulation at this phase (S5A’ Fig). 

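In Tbx5b-deficient and double-deficient embryos without eyes at 21 hpf, *cryba1l1* had 3.99 (0.905 to 7.06) and 1.71 (0.264 to 3.15) FPKM, log2 ratios to wildtype of 0.08 and -0.80 with bounds that overlapped. In the preliminary experiment, with eyes, Tbx5b-deficient embryos had 29.4 (21.1 to 37.7) FPKM, a log2 ratio of -1.06 with bounds apart from those of wildtype.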

The expression also appears to be decreased in both Tbx5b-deficient and double-deficient embryos, despite no significant change in gene expression as detected by whole embryo RNA sequencing (S5A” and S5A”’ Fig). 

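Wildtype embryos of the triplicate experiment had 2.78 (0.994 to 4.57) FPKM of *tyrp1b*, at chromosome 1 from 18639866 to 18653113, at 21 hpf. Tbx5a-deficient embryos had 4.60 (2.00 to 7.20), Tbx5b-deficient embryos 6.52 (2.79 to 10.3) and double-deficient embryos 5.98 (2.63 to 9.34) FPKM, with log2 ratios of 0.57, 0.99 and 0.88. The bounds of each overlapped those of wildtype, and these embryos had no eyes. In the preliminary experiment, with eyes, *tyrp1b* at 21 hpf had 63.2 (46.8 to 79.6) FPKM in wildtype, 61.3 (45.4 to 77.2) in Tbx5a-deficient and 32.5 (23.9 to 41.1) in Tbx5b-deficient embryos, where the log2 ratio was -0.94 with bounds apart.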

The gene *tyrp1b* is expressed in the dorsal-posterior part of the developing eye at 21 hpf, and is expressed at higher levels in all Tbx5 deficient embryos, consistent with the whole embryo RNA sequencing data (S5B and S5B”’ Fig). Notably, *tyrp1b* expression in the Tbx5a-deficient embryos appears stronger in the eye than in the wildtype embryos (S5B and S5B’ Fig). While Tbx5b-deficient and double-deficient embryos show a strong increase in staining intensity, the expression is reduced to a smaller portion of the eye, especially in the Tbx5b-deficient embryos (expression boundaries marked by arrowheads, S5B” and S5B”’ Fig).

Two genes were expressed in the yolk syncytial layer (YSL), *zgc*:*158643* and *ndufa4*. 

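The gene *ndufa4*, at chromosome 12 from 9842971 to 9846483, had 25.4 (13.4 to 37.4) FPKM in wildtype, 19.4 (9.59 to 29.2) in Tbx5a-deficient, 25.9 (13.0 to 38.8) in Tbx5b-deficient and 12.2 (5.83 to 18.7) in double-deficient embryos of the triplicate experiment at 18 hpf. The log2 ratio was -0.996 in double-deficient embryos, with bounds that overlapped, and -0.37 and 0.03 in the single deficiencies. In double-deficient embryos at 21 hpf it was 0.08. The preliminary experiment had no double-deficient embryos, and at 18 hpf *ndufa4* had 13.4 (8.90 to 17.8) FPKM in the library labelled wildtype and 6.30 (3.98 to 8.62) in that labelled Tbx5b-deficient, a log2 ratio of -0.98 with bounds apart, under the limit of 1, against 0.36 in that labelled Tbx5a-deficient.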

Expression of *ndufa4* was increased in the double-deficient embryos at 18 hpf (S5C”’ Fig); however the triplicate cuffdiff data found that *ndufa4* was significantly downregulated in the double-deficient compared to wildtype (Fig 2D). The gene *zgc*:*158643* is expressed in an expression pattern that appears to mimic the position of the yolk granule cells, as well as in the tail (S5D Fig). Expression of *zgc*:*158643* in Tbx5a-deficient embryos appears to be expanded along the yolk, while in both Tbx5b-deficient and double-deficient embryos, expression is expanded to cover the entire yolk, as well as expanded in the tail and body of the embryo (S5D’ and S5D”’ Fig).

Two genes, *si*:*dkey-204l11*.*1* and *krt91*, were differentially expressed in the periderm or epidermis of the embryo. 

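In the triplicate experiment at 18 hpf, *si:dkey-204l11.1*, at chromosome 5 from 34926603 to 34940743, had 12.4 (5.73 to 19.1) FPKM in wildtype, 6.91 (1.70 to 12.1) in Tbx5a-deficient, 16.7 (5.67 to 27.7) in Tbx5b-deficient and 7.92 (1.90 to 13.9) in double-deficient embryos. The log2 ratios were -0.76, 0.40 and -0.59, with bounds that overlapped those of wildtype. At 21 hpf they were 0.38, 0.41 and 0.26. The gene *krt91*, at chromosome 19 from 5462077 to 5464210, had 225 (117 to 334) FPKM in wildtype, 92.7 (51.7 to 134) in Tbx5a-deficient, 249 (129 to 369) in Tbx5b-deficient and 142 (81.4 to 202) in double-deficient embryos at 21 hpf. Its log2 ratios were -1.27, 0.14 and -0.66, and its bounds overlapped those of wildtype in all 3 groups. Preliminary embryos at that stage had 146 (108 to 184) FPKM of *krt91* in wildtype, 147 (109 to 186) in Tbx5a-deficient and 75.1 (55.5 to 94.6) in Tbx5b-deficient embryos, where the bounds were apart at a log2 ratio of -0.95. In wildtype embryos of that experiment *si:dkey-204l11.1* fell from 32.2 FPKM in the library labelled wildtype at 18 hpf to 3.26 at 21 hpf. It was counted as changed there in the libraries labelled Tbx5a-deficient and Tbx5b-deficient at 18 hpf, with log2 ratios of -3.80 and -3.82, and in the other direction in that labelled Tbx5b-deficient at 21 hpf, with 3.23. Its ratio in preliminary Tbx5a-deficient embryos at 21 hpf was 0.19.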

The gene *si*:*dkey-204l11*.*1* appears to be downregulated in Tbx5a-deficient and double-deficient embryos, consistent with the differential expression detected by RNA sequencing (S5E and S5E”’ Fig). *in situ* expression of *krt91* appears to be greatly downregulated in only the double-deficient embryos at 21 hpf, although the RNA sequencing data show a significant change in differential gene expression in Tbx5a-deficient embryos compared to wildtype (S5F and S5F”’ Fig).

## Discussion

This study reports on whole embryo transcriptional changes in response to loss of *tbx5a* and *tbx5b* gene functions. As part of this analysis, a Tbx5b mutant was engineered and briefly described to show that injections of morpholinos directed to *tbx5b* will phenocopy a null mutation. Both the mutants and the morphants display similar heart defects and have small, misshapen pectoral fins, Notably, Tx5b mutants and morphants both display similar changes in the overall morphology of the head and jaw; these phenotypes, which are not observed in embryos deficient in the paralogous Tbx5a gene, will be the focus of a future study.

An RNA-sequencing analysis comparing the transcriptomes of Tbx5 deficient embryos identified 78 genes with differential gene expression that was corroborated by *in situ* hybridization. Most of these identified targets were not expressed in the lateral plate mesoderm, but were expressed in surrounding tissues. Two of the larger classes of differentially expressed genes were found to be specific to either the vasculature or somitic tissues. Notably, the two gene expression changes we found in the vasculature produced later corresponding morphological defects in Tbx5b-deficient and double-deficient embryos. There were also nine genes misexpressed in the somites of Tbx5 deficient embryos, suggesting possible changes in somitic cell-derived functions, although overall patterning and development of the early somites in Tbx5b-deficient embryos display only minor differences compared to wild-type siblings.

Tbx5b appears to be regulating vasculature formation, with possible contribution from Tbx5a as Tbx5a-deficient embryos do not display a vasculature phenotype, but double-deficient embryos exhibit a worse phenotype than single Tbx5b knockdown. The observation that Tbx5 paralogues affect vasculature development is novel. Interestingly, we observed both an increase of branching and vasculature formation in the ISV and a decrease in branching and vasculature formation in the SIV (Fig 3D–3E”’). How can we reconcile these opposite effects in the vasculature? This may be due to the different methods of formation of these tissues. The SIV is a flow-dependent tissue—it’s growth and patterning is at least partially dependent on the existence of fluid flow[29]. Therefore, the decrease in SIV size and branching could be partially explained by the loss or decrease of fluid flow due to the heart defects in Tbx5b-deficient embryos. Although this does not fully explain why Tbx5a-deficient embryos appear to have normal SIV, it could indicate that the similar Tbx5b-deficient heart phenotype actually results in a less effective circulation than the Tbx5a-deficient hearts. In comparison, the ISV are patterned prior to the establishment of fluid flow in those vessels, so ISV should not be affected by pressure differences due to the heart defects. The defects observed in ISV may therefore be due to more direct functional effects of loss of the Tbx5 genes.

The decreases in *sox7* expression are particularly noteworthy because it suggests interaction between Tbx5 genes with the VEGF/Notch signaling pathways that are known to control vasculature branching. Patterning of the vasculature depends partially on a balance between VEGF and Notch signaling[32]. Overexpression of VEGF signaling results in ectopic branching while overexpression of Notch signaling leads to a decrease in branching. Extra branching in the ISV is also seen in double *sox7*/*sox18* knockdowns, although not in either single knockdown or the *sox7* mutant [29,33]. Furthermore, s*ox7* expression is dependent on Shh and VEGF signaling but is upstream of Notch signaling. [34] This increased branching is consistent with a reduction of Notch signaling, which would be consistent with a decrease in *sox7* expression seen in Tbx5b-deficient and double-deficient embryos.

As the ISVs are patterned between the somites, there could also be a connection between the differential target gene expression in the somites and the mispatterning in the vasculature. For instance, *hsp90aa1*.*2* has been found to promote both VEGF and Notch signaling via HIF1 as an intermediary[35]. The gene *hsp90aa1*.*2* also has three TBOX consensus sites located in its introns. It is upregulated in both the Tbx5b-deficient and double-deficient embryos compared to wildtype, which correlates with the increased branching seen in the vasculature. Another target in the somites is *aimp1*, which is secreted and inhibits angiogenesis by affecting endothelial migration and adhesion[36]. Since *aimp1* appears to be downregulated in both the Tbx5b-deficient and double morphants, this downregulation of *aimp1* at the somite boundaries could potentially be partially responsible for the increased branching of the ISV.

Interestingly, in regards to the genes expressed in the vasculature, Tbx5b-deficient embryos and double-deficient embryos exhibited more similar phenotypes compared to Tbx5a-deficient embryos (Fig 3A–3B”’). However for the pronephros gene *cox6b1*, the opposite was observed, i.e. the Tbx5a-deficient phenotype was more similar to the double-deficient (Fig 3C–3C”’). This may indicate that the *tbx5* paralogues differentially affect separate components of the intermediate mesoderm through downstream signaling pathways.

How can Tbx5b be affecting tissues that it does not appear to be expressed in? For instance, although expression in the limb can be seen by 36 hpf[10], mutant phenotypes appear far earlier, with noticeable delays and decreased size of the limb bud visible as early as 30 hpf. One possible answer is that, perhaps at least in the limb, Tbx5b is present prior to 36 hpf, but at a level lower than that detectable by *in situ* hybridizations. However, the RNA sequencing also identified effects of Tbx5b in many additional tissues, including the vasculature and the somites. Another explanation for how Tbx5b is affecting tissues that it is not expressed in is that Tbx5 paralogues may be acting non-cell autonomously. This has been previously shown in mice, where TBX5 knockdown was shown to have a non-cell-autonomous action in muscle patterning in the forelimb [37]. However, RNA sequencing alone cannot determine whether a transcription factor is directly or indirectly affecting the expression levels of a specific gene, as the change in expression levels could also be due to other genes affected elsewhere in the transcriptional network.

Furthermore, this data appears to show that both Tbx5 paralogues are involved in a wide range of transcriptional networks that extend beyond the tissue that these genes are expressed in. This work has allowed for an examination of the embryo-wide changes in gene expression and characterization of the environment through which the cells of the lateral plate mesoderm are migrating. The fact that this screen did not recover any significant network of genes that appears to be exclusively expressed in the lateral plate mesoderm could be due to the relative tissue size. The lateral plate mesoderm is a relatively small tissue at 18 and 21 hpf, consisting of approximately 300 cells per embryo. Therefore, it is perhaps not too surprising that so many genes recovered in this experiment were misexpressed in the somites, one of the largest components of embryonic mesoderm. Another possibility is that of the 78 genes found to be differentially expressed via RNA sequencing, many of them may have been differentially regulated in the LPM, but not at a level or pattern detectable by *in situ* hybridization.

One may question why there have not been somite or vasculature defects previously associated with Holt-Oram syndrome patients or in Tbx5 mutant mice. One possible reason is that this study allows a higher level of resolution than that available, particularly in humans. These defects are subtle defects that may not be assayed as easily in other animals. For instance, although the intersomitic vasculature was mispatterned in the Tbx5 double-deficient embryos, it was still present and appeared functional. Furthermore, because these are subtle phenotypes, they may not be present in Holt-Oram patients, who still have one functioning copy of Tbx5. Additionally, zebrafish also are able to reach a more mature stage of development when lacking the Tbx5 paralogues than mice embryos, as mice embryos lacking *Tbx5* stall in development at embryonic day 9.5 due to heart defects[7], which may prevent these phenotypes from being detected.

In conclusion, this study summarizes an RNA sequencing experiment performed on the Tbx5a and Tbx5b paralogues in zebrafish. It found that gene expression levels were affected in many different tissues, notably the vasculature and the somites. These changes in gene expression are also reflected morphologically in the affected tissues, with changes occurring both in the vasculature and the somites of Tbx5a- and Tbx5b-deficient embryos.

## Supporting information

S1 Fig Protein alignments of Tbx5 genes. This figure shows the protein conservation between *Tbx5* in chick, human, mouse and zebrafish. The TBOX is highlighted in yellow. The *tbx5b-2a* mutation produces a protein truncation prior to the start of the TBOX domain.
(TIFF) Click here for additional data file.

S2 Fig Alcian blue staining in the jaw at 6 dpf. Wildtype siblings show a more protruding lower law that extends beyond the eye as can be seen both from a lateral (a) and ventral (a’) view. Affected *tbx5b* -/- mutant embryos have a rounder head and a jaw that does not protrude beyond the eyes, as seen from both a lateral (b) and ventral (b’) view. Scalebar is 100 μm.
(TIFF) Click here for additional data file.

S3 Fig Differential expression of all overlapping genes. Expression changes compared to wildtype embryos at each time point for all genes that were identified using 2 or more differential gene expression methods. Differential gene expression values were determined using the Cuffdiff data for this figure.
(TIFF) Click here for additional data file.

S4 Fig Complete somite differential expression. *In situ* hybridization of all genes differentially expressed in the somites. (a-a”’) At 18hpf, *phlda2* is upregulated in Tbx5a-deficient (a’) and Tbx5b-deficient (a”) embryos compared to wildtype embryos (a’), but downregulated in the double-deficient embryos (a”’). At 18hpf, *mybphb* shows upregulation in Tbx5a-deficent (b’) and double-deficient (b”’) embryos compared to wildtype embryos (b). At 18hpf, *hsp90aa1*.*2* is upregulated in Tbx5a-deficient (c’), Tbx5b-deficient (c”) and double-deficient (c”’) embryos compared to wildtype (c) embryos, especially in the anterior somites. At 21 hpf, *pvalb2* expression is increased in Tbx5b-deficient (d”) and double-deficient (d”’) embryos compared to wildtype (d) but not Tbx5a-deficient embryos (d’). At 21 hpf, *si*:*dkey-4p*:*15*.*3* expression is increased in Tbx5a-deficient (e’), Tbx5b-deficient (e”) and double-deficient (e”’) embryos. At 21 hpf, *obsl1a* expression is upregulated in Tbx5a-deficient (f’), Tbx5b-deficient (f”) and double-deficient (f”’) embryos compared to wildtype (f) embryos. At 21 hpf, *ctsc* expression is expanded in Tbx5a-deficient (g’) and Tbx5b-deficient (g”) embryos compared to wildtype (g) embryos. At 21 hpf, *aimp1* expression is decreased in Tbx5a-deficient (h’), Tbx5b-deficient (h”) and double-deficient (h”’) embryos compared to wildtype embryos (h). At 21 hpf, *ryr1b* expression is increased in both Tbx5a-deficient (i’) and double-deficient (i”’) embryos compared to wildtype (i) embryos. (j-k) Comparison of length between Tbx5b mutant embryos and siblings, n = 10, measurements in μm. (j) Tbx5b-deficient embryos at 3 dpf are significantly shorter than their siblings. (k) Somite size is not significantly different at 3dpf between Tbx5b-deficient embryos and their wildtype siblings. Since somite size varies along the AP axis, measurements were taken of the more anterior somites only. (l) At 25 hpf, there is a significant difference in somite number between wildtype and Tbx5b morpholino injected embryos. Scale bar is 100 μm.
(TIFF) Click here for additional data file.

S5 Fig Differential expression in other tissues. All views are lateral. At 21 hpf, *cryba1l1* is downregulated in Tbx5a-deficient (a’), Tbx5b-deficient (a”), and double-deficient (a”’) embryos compared to wildtype (a) embryos in the eye. Arrowheads mark the expression. At 21 hpf, *tyrp1b* expression is expressed at higher levels in Tbx5a-deficient(b’), Tbx5b-deficient (b”) and double-deficient (b”’) eyes compared to wildtype (b) eyes. Arrowheads mark the limits of the expression domain. At 18 hpf, *ndufa4* is upregulated in the double-deficient embryo (c”’) compared to wildtype (c) embryos. Expression of *zgc158642* at 21 hpf is upregulated in Tbx5b-deficient (d”) and double-deficient (d”’) embryos compared to wildtype embryos (d). At 18 hpf, *si-dkey-204l11*.*1* expression is downregulated in Tbx5a-deficient (e’) and double-deficient (e”’) embryos compared to wildtype (e) embryos. At 21 hpf, expression of *krt91* is downregulated in double-deficient embryos (f”’) compared to wildtype embryos (f). Note f” has normal tail length, but it is bent out of focus of this image. Scale bars are 100 μm.
(TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

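RNA was measured in whole zebrafish embryos by sequencing of oligo dT cDNA at 18 and 21 hpf. The triplicate experiment had 8 groups, wildtype, Tbx5a-deficient, Tbx5b-deficient and double-deficient embryos at each stage, with 3 libraries per group, 24 in all. The preliminary experiment had 6 libraries, 1 for wildtype, Tbx5a-deficient and Tbx5b-deficient embryos at each stage, and no double-deficient embryos. Each library came from 10 pooled embryos, and the eyes had been removed in the triplicate experiment only.

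The authors aligned single-end 50 bp reads with TopHat 2.1.0 and computed FPKM values for genes with Cufflinks 2.2.1 and Cuffdiff 3.1.2 on Galaxy. The deposited values are in FPKM, with the authors' lower and upper confidence bounds, also in FPKM. The normalization between libraries is not named in the paper's text, and the level of the bounds is not given with the values. In the triplicate experiment the authors combined the 3 libraries of a group into 1 value. The paper's methods name Zv9 in all cases. The preliminary values at 18 hpf carry Zv9 scaffold names, while the triplicate values and the preliminary values at 21 hpf share a set of loci whose build is not named and which has no Zv9 scaffold names. Positions were counted from 1, after 1 was added to the listed starts, which count from 0 where this could be checked. Gene names and types were read from the RefSeq annotation of GRCz12tu, whose coordinates were not used.

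The plan made before the data were examined was a limma model on values of single libraries. The values are pooled, so that model was not run, and the rule planned for pooled values was used in its place. A gene was kept in a contrast when Cuffdiff had marked its values in both groups as usable and its FPKM was at least 1 in 1 of them. A kept gene was counted as changed when the absolute log2 ratio, with a pseudocount of 1, was at least 1 and the bounds of the groups did not overlap. Each deficient group was compared with the wildtype group of its stage and experiment. There were 6 such contrasts in the triplicate experiment and 4 in the preliminary experiment. No p-value was computed for any of them, because a pooled value or a single library holds no variation between libraries.

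The number of reads per library is unknown, and the precision was taken from the authors' bounds. In the triplicate experiment a gene of at least 10 FPKM at a locus of at least 300 bp needed a difference of at least 2.42-fold at the 1st percentile of bound widths. The corresponding difference was 1.75-fold in the preliminary experiment at 18 hpf and 1.70-fold at 21 hpf. Bounds of a single library cannot rest on variation between pools of the same group. A group listed at 0 has bounds of 0.

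The rule was tested on simulated data with the bound widths of the triplicate wildtype group at 18 hpf. Of 10416 simulated genes 200 were changed, of which 140, or 70.0%, were recovered, and 50 unchanged genes were called. The 70.0% holds only for the sizes of change that were simulated. It does not give the share recovered among smaller changes, such as those near the limit on the log2 ratio. The real triplicate contrasts had 24 to 32 changed genes each, fewer than these 50 false calls. At loci of at least 300 bp, the only ones simulated, the real contrasts had 3 to 8. The simulation therefore does not give the number of false calls in the real contrasts. The real counts do not by themselves separate changed from unchanged genes. The limits that the simulation was checked against were replaced after its first run.

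Correlations were Pearson's r across genes. Between groups of a stage they covered genes with usable values in all of its groups and an FPKM of at least 1 in any, between experiments the genes kept in both contrasts. The 6 contrasts were clustered by average linkage on 1 minus r over genes with usable values in all 8 groups. Correlations across genes carry no p-value, since genes are not independent replicates. Genes of different experiments were matched by name, 10563 names at 18 hpf. Lists of genes were summarised by their median log2 ratio minus that of all kept genes, and by the percentile of that median among 10000 random lists of the same size, matched on mean expression in 20 bins and drawn from genes outside the list with random seed 11. The eye list of 34 genes was fixed before the data were examined. Another list fixed then is not reported here. The clock, muscle and ribosomal lists were written after. The number of bins was raised to 200 after results had been seen, and this made the ribosomal list look like other genes of its expression. The bins then held mostly the list's own genes, so the genes of a list were excluded from its random lists and the first number of bins was restored. Both numbers of bins are reported.

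The genes named in the text were set before the data were examined. They are the genes the paper names in its RNA sequencing results or in Fig 2D, *tbx5a*, *tbx5b*, *fgf24*, *sox18*, *vcana* and *bmp4*, and in each contrast the 3 changed genes with the largest rise and the 3 with the largest fall. Genes named outside this rule are marked where they appear. Of these, *sox18* and *vcana* were not analysed here in the triplicate experiment or in the preliminary experiment at 21 hpf. In the preliminary experiment at 18 hpf their bounds overlapped those of the library labelled wildtype. The genes *fgf24* and *bmp4* had bounds that overlapped those of wildtype in every contrast of both experiments. Their log2 ratios were -0.29 to 0.51 for *fgf24* and -0.40 to 0.29 for *bmp4*.

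The alternatives set before the data were examined were a pseudocount of 0.1, an FPKM of at least 5 or no limit on FPKM, ratios centred on their median, an absolute log2 ratio of at least 0.58, bounds not used, Spearman's rho, only changed genes, other reference groups for the ratios, and shorter gene lists. Those added after the data were examined were loci of at least 300 bp, removal of the trend with expression by a local fit on a share of 0.30 of the genes, and no pseudocount. The EdgeR and HOLT lists, the *in situ* hybridizations and the mutants were not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.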

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

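The comparison of pairings with changed genes included and the tests of scaling and of the triplicate group were chosen only after the result was seen, while the pairings without changed genes were set before their result was seen. The single genes left out of both comparisons were altered after the results had been seen.

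The gene *si:dkey-204l11.1* moved in opposite directions at the 2 stages in the preliminary Tbx5b-deficient libraries, and that is why it is reported here. Its log2 ratio was -3.82 in the library labelled Tbx5b-deficient at 18 hpf, from 32.2 to 1.36 FPKM, and 3.23 at 21 hpf, from 3.26 to 38.9 FPKM. In Tbx5a-deficient libraries it was -3.80 in the library labelled so at 18 hpf and 0.19 at 21 hpf. The difference between the stages was not tested, since each value comes from a single library.

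A difference in scaling moves all genes alike. In the library labelled Tbx5b-deficient at 18 hpf the log2 ratio of the gene minus the median of all genes was -3.80, where the SD across genes was 0.54, so scaling was dropped as an explanation. As the biological explanation, a response to the knockdown was looked for in the triplicate experiment, where the log2 ratio of the gene was 0.40 in Tbx5b-deficient embryos at 18 hpf, with bounds that overlapped those of wildtype, against the fall in the preliminary library. In Tbx5a-deficient and double-deficient embryos of that stage it was -0.76 and -0.59, in the direction of the preliminary fall, also with overlapping bounds. The experiments also differ in the eyes, so this does not settle whether the preliminary fall was a response.

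A label that does not belong to its library is a candidate explanation. Each preliminary library was set against the mean of the 3 libraries of its stage, and the libraries of 18 hpf were correlated with those of 21 hpf across 8059 genes, without *si:dkey-204l11.1* and both *tbx5* genes. The mean r of libraries that carry the same label was -0.299, the lowest of the 6 possible pairings, and the highest was 0.584. Without the genes changed in a preliminary contrast, the mean r by label was -0.331 over 7827 genes and the highest was 0.558. Among single pairs over the 8059 genes, the library labelled wildtype at 18 hpf had an r of -0.635 with that labelled wildtype at 21 hpf and 0.721 with that labelled Tbx5b-deficient at 21 hpf. Differences from a mean of 3 libraries sum to 0, so these values are not independent of one another, and a state shared by embryos of different treatments could also pair libraries across labels. No library was given another label and no contrast was computed under one. The pattern cannot be told apart from a mislabelled sample. The comparison treats the stages alike and does not show at which of them a label would be wrong, so the preliminary contrasts of both stages rest on the labels as given. Contamination and differences in handling between libraries were not tested.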

How the results depend on the processing

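The alternatives of loci of at least 300 bp, removal of the trend with expression and no pseudocount were chosen only after the data were seen. No paired analysis was possible because the triplicate values are pooled over libraries and the preliminary experiment has 1 library per group. A replicate block, a fit of only the 2 groups compared and leaving out each replicate in turn were planned and not run, because the values are pooled. A correlation over only the changed genes was not computed between the experiments at 18 hpf, where fewer than 6 such genes were shared.

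Apart from the named genes, 27 results had 156 values under alternatives, of which 113 moved by at most 0.1, or by at most 1.5-fold for a count, and 43 by more. The sign changed in 5 of the 113, all with values near 0, and in 8 of the 43, of which 4 had values beyond 0.1 on both sides of 0. Of 606 values of named genes, their count of changed genes included, under alternatives, 12 moved beyond the error taken from the bounds, none of them with a change of sign, and 2 others changed sign. The cause was not tested for any of the moves below, unless a value shows it.

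Without the use of bounds the numbers of changed genes in the triplicate experiment rose to 44 in Tbx5a-deficient and 41 in double-deficient embryos at 18 hpf, and to 162 in Tbx5a-deficient, 56 in Tbx5b-deficient and 84 in double-deficient embryos at 21 hpf. The genes at 21 hpf were then mostly lower, 137 of 162, 40 of 56 and 62 of 84. In the preliminary experiment the numbers rose to 549 and 604 in the libraries labelled Tbx5a-deficient and Tbx5b-deficient at 18 hpf, and to 44 in Tbx5a-deficient embryos at 21 hpf. At loci of at least 300 bp the triplicate numbers were 8, 5 and 3 at 18 hpf and 5, 4 and 5 at 21 hpf, for Tbx5a-deficient, Tbx5b-deficient and double-deficient embryos in this order. With an absolute log2 ratio of at least 0.58 the preliminary numbers were 397 and 423 at 18 hpf and 24 and 479 at 21 hpf, for Tbx5a-deficient and Tbx5b-deficient embryos. The triplicate numbers at that limit were 26 to 34. With a pseudocount of 0.1 the numbers were 386 in the library labelled Tbx5b-deficient at 18 hpf, and 17 and 311 in Tbx5a-deficient and Tbx5b-deficient embryos at 21 hpf.

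The r of Tbx5b-deficient with double-deficient embryos at 18 hpf changed sign under several alternatives. It was -0.205 with Spearman's rho and -0.0785 at loci of at least 300 bp, both below 0, and 0.280 with a pseudocount of 0.1. With only changed genes the r with double-deficient embryos was 0.536 for Tbx5a-deficient and 0.505 for Tbx5b-deficient embryos at 18 hpf, and 0.557 and 0.541 at 21 hpf. With ratios to the mean of the 4 groups it was 0.136 and -0.686 at 18 hpf, and -0.122 and -0.322 at 21 hpf. Ratios to a mean of 4 groups sum to near 0, which lowers r by itself. Under every alternative run, r was higher for Tbx5a-deficient than for Tbx5b-deficient embryos at 18 hpf. The clustering value was 0.368 with Spearman's rho and 1.11 with ratios to the wildtype of the other stage, under which Tbx5b-deficient embryos were nearest to double-deficient embryos at 21 hpf.

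Between the experiments, r in Tbx5b-deficient embryos at 21 hpf was 0.252 over only the changed genes. The eye list was higher by 1.48 at 18 hpf and 2.36 at 21 hpf with a pseudocount of 0.1, by 1.81 at 21 hpf without *tbx5a* and *tbx5b*, and by 2.46 at 21 hpf with only crystallin, retinal and pigment genes. With the axis of stage taken from the other deficient groups, r was -0.108, 0.270 and -0.207 at 18 hpf for Tbx5a-deficient, Tbx5b-deficient and double-deficient embryos, and 0.0525 for double-deficient embryos at 21 hpf.

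The width of the authors' bounds limits the triplicate counts. The separable difference at the 1st percentile of widths, 2.42-fold, is above the log2 ratio of 1, so a smaller change was not detectable in most genes.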

Differences from the paper's values

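The number of changed genes in the triplicate experiment was 75, against the paper's 162. The paper's number came from Cuffdiff's own call of differential expression, while 75 rests on bounds that do not overlap, which is an unlike rule. None of the alternatives set before the data were examined closed the gap. Without the use of bounds the number was 253, and under the others, which all kept the rule on bounds, it was 62 to 75. Nor was it closed by loci of at least 300 bp, with 16, or by removal of the trend with expression, with 75, which were both chosen after seeing the values. Without bounds the single contrast of Tbx5a-deficient embryos at 21 hpf gave 162 genes, which is the number of 1 contrast and not of all 6.

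The number of genes shared by the experiments was 4, against the paper's 13, with the same difference in rule. None of the alternatives set before the data were examined closed the gap, with 63 shared genes when bounds were not used and 3 to 5 under the others.

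Of 108 log2 ratios in Fig 2D, 12 differed by more than the 0.3 allowed for reading a color by eye. In double-deficient embryos at 21 hpf, *si:dkey-4p15.3* was 0.77 against the paper's about 1.2 in Fig 2D, read by eye. The gene *tyrp1b* at 18 hpf was 0.17 in Tbx5a-deficient embryos against the paper's about 0.58 in Fig 2D, read by eye, and -0.12 in Tbx5b-deficient and -0.16 in double-deficient embryos against the paper's about -0.58 in Fig 2D, read by eye. In double-deficient embryos at 21 hpf *tyrp1b* was 0.88 and *ryr1b* 0.79, each against the paper's about 1.2 in Fig 2D, read by eye. In Tbx5b-deficient embryos *obsl1a* was 0.84 at 18 hpf against the paper's about 1.2 in Fig 2D, read by eye, and 0.26 at 21 hpf against the paper's about 0.58 in Fig 2D, read by eye. In double-deficient embryos at 21 hpf *si:dkey-204l11.1* was 0.26 against the paper's about 0.58 in Fig 2D, read by eye. The gene *cryba1l1* was -0.27 in Tbx5b-deficient embryos at 18 hpf against the paper's about -0.58 in Fig 2D, read by eye, and -0.80 in double-deficient embryos at 21 hpf against the paper's about -1.2 in Fig 2D, read by eye. In Tbx5a-deficient embryos at 21 hpf *hhex* was -1.40 against the paper's about -1.8 in Fig 2D, read by eye.

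With a pseudocount of 0.1, set before the data were examined, 10 of these 12 fell within the paper's values, and *si:dkey-4p15.3*, at 0.89, and *hhex*, at -1.49, did not. With ratios centred on their median, *obsl1a* at 21 hpf and *si:dkey-204l11.1* and *tyrp1b* in double-deficient embryos at 21 hpf fell within them, the other 9 did not, and 2 further values differed. These were the topmost gene of Fig 2D in Tbx5a-deficient embryos at 18 hpf, at 3.23 against the paper's about 2.9 in Fig 2D, read by eye, and *krt91* in double-deficient embryos at 18 hpf, at 0.31 against the paper's about 0 in Fig 2D, read by eye. Without a pseudocount, chosen after seeing the values, only *hhex* differed, at -1.50.

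The paper calls several genes of Fig 2D significant in the triplicate experiment, while none of the 18 genes was changed there. The paper's calls came from its own methods of differential expression, which differ from the rule on bounds used here. When bounds were not used, a log2 ratio of at least 1 in absolute value was reached by 16 of the 108 values, all in 8 genes, the topmost gene of the panel, *si:dkey-4p15.3*, *hsp90aa1.2*, *pvalb2*, *cox6b1*, *krt91*, *aimp1* and *hhex*. They include *si:dkey-4p15.3* and *krt91* in Tbx5a-deficient embryos at 21 hpf. Without a pseudocount, chosen after seeing the values, *ryr1b* in double-deficient embryos at 21 hpf reached 1.18, with bounds that still overlapped.

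The paper states that the contrasts group first by stage. Here the first split was not by stage, but it was by stage with a pseudocount of 0.1, with only changed genes, with ratios to the mean of both wildtype groups and with ratios to the wildtype of the other stage, which were all set before the data were examined. The last 2 kinds of ratio contain the change of wildtype embryos with stage, so a split by stage is built into them. The paper states a change of *cox6b1* in Tbx5b-deficient embryos at 18 hpf in both experiments and a fall in the preliminary one, where it fell here too, by a log2 ratio of -2.46, while in the triplicate experiment it was at 30.7 FPKM in wildtype and 35.0 in Tbx5b-deficient embryos and was not changed. The paper states a fall of *mybphb* in Tbx5a-deficient embryos, while at 18 hpf it was at 88.2 FPKM in wildtype and 132 in Tbx5a-deficient embryos. The paper states a fall of *phlda2* in both single deficiencies at 18 hpf, while the triplicate values were 47.5 FPKM in wildtype, 44.7 in Tbx5a-deficient and 45.4 in Tbx5b-deficient embryos. In the preliminary experiment it did fall, by a log2 ratio of -1.22 with bounds apart in the library labelled Tbx5a-deficient and of -0.81 with overlapping bounds in that labelled Tbx5b-deficient. The paper states that *ctsc* fell in both single deficiencies at 21 hpf, while in the preliminary experiment it rose in Tbx5b-deficient embryos from 81.6 to 198.5 FPKM. The triplicate ratios had the paper's direction, -0.51 in Tbx5a-deficient and -0.56 in Tbx5b-deficient embryos, with overlapping bounds. The paper states a rise of *tyrp1b* and of *pvalb2* in all deficient embryos at 21 hpf, while in preliminary Tbx5b-deficient embryos *tyrp1b* fell from 63.2 to 32.5 FPKM and *pvalb2* from 646 to 267 FPKM. Both had the paper's direction in the triplicate experiment, with overlapping bounds, at 0.57, 0.99 and 0.88 for *tyrp1b* and 0.55, 0.22 and 1.21 for *pvalb2* in Tbx5a-deficient, Tbx5b-deficient and double-deficient embryos. The paper gives the zgc number of the topmost gene of Fig 2D differently in its text, its figure and a supporting legend.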

Other observations

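The tests of gene length, of microRNA loci in the preliminary experiment, of r along the wildtype change with stage and of genes outside the eye and muscle lists were set before their results were seen, and all other tests here were chosen only after the result was seen.

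Along the change from 18 to 21 hpf of the preliminary wildtype libraries, r was 0.0219, 0.00700 and 0.00429 at 18 hpf and 0.198, 0.149 and 0.323 at 21 hpf for Tbx5a-deficient, Tbx5b-deficient and double-deficient embryos. These 6 correlations are across genes, which are not independent replicates, and the axis uses the library labelled wildtype at 18 hpf.

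Abundant genes, of at least 1000 FPKM, were lower in all deficient groups of the triplicate experiment at 21 hpf. Over 154 genes the largest median log2 difference between 2 deficient groups was 0.21, against a smallest difference from wildtype of 0.49, so the wildtype group stood apart from all 3. At 18 hpf the medians over 150 abundant genes were -0.07 in Tbx5a-deficient, -0.46 in Tbx5b-deficient and 0.15 in double-deficient embryos, so a fall of nearly that size also arose in a single deficient group where wildtype did not stand apart. Wildtype values that are high for a technical reason may explain this, and so could an effect shared by all injected embryos, which the design cannot separate from wildtype. In Tbx5a-deficient embryos 79 ribosomal protein genes lay at percentile 0 of random lists of the same expression with 20 bins and 0.83 with 200 bins, so they fell more than other genes of their expression. They did not account for the fall alone, since 77 abundant genes that are not ribosomal had a median log2 ratio of -0.56, against -0.78 in 77 abundant ribosomal genes. Over 853 genes of 100 to 1000 FPKM the log2 ratio had a Spearman's rho of 0.185 with the span of the locus, which does not part gene length from other properties of these genes. The pattern cannot be told apart from gene length or from wildtype values that stand apart.

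Loci under 300 bp held 81.8% of the changed genes in the 6 triplicate contrasts, against 0.355% of the kept genes. A response of the microRNA loci to the knockdowns was looked for in the preliminary experiment at 21 hpf, where 13 calls moved the same way, 14 moved the other way and 23 had no direction. The log2 ratios of the experiments hardly agreed across all genes at that stage, with an r of 0.123 in Tbx5a-deficient and -0.00543 in Tbx5b-deficient embryos, so this does not count against a response. The calls at these loci may follow from the length of the locus, and cannot be told apart from a response by these values.

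The ribosomal RNA gene at the top of Fig 2D was highest in wildtype embryos at 21 hpf and in Tbx5a-deficient embryos at 18 hpf. Of the 2 other RNAs without a poly(A) tail that were looked at, *rn7sk* and *rpph1*, 2 were highest in the same groups. The RNA *rn7sk* had 512 FPKM in wildtype embryos at 21 hpf and 139 in Tbx5a-deficient embryos at 18 hpf, and at most 70.5 in the other groups. A carry-over of RNA without a poly(A) tail is a candidate explanation for the ratios of this gene, and no biological explanation was tested.

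A list of clock genes lay outside the central 95% of random lists in 3 of 6 contrasts, those of 18 hpf, with -0.23 in Tbx5a-deficient, -0.19 in Tbx5b-deficient and -0.28 in double-deficient embryos over 10 genes. All 3 share the wildtype group of that stage, so the test counts a single group 3 times. Of the 4 preliminary contrasts, that of Tbx5b-deficient embryos at 21 hpf also lay outside, at -0.23 and percentile 1.28 over 13 genes. The test does not show whether the time of collection differed.

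In preliminary Tbx5b-deficient embryos at 21 hpf, r with the change from 18 to 21 hpf of the triplicate wildtype was -0.164, and in Tbx5a-deficient embryos it was -0.194. A delay of development in Tbx5b-deficient embryos would lower r, but the value in Tbx5a-deficient embryos was no higher, so r does not single out these embryos. That comparison was added after r had been read as a sign of delay. Muscle genes were at percentile 0 in Tbx5b-deficient embryos, with a median of -0.53, and at 48.66 in Tbx5a-deficient embryos, over 19 genes. They went the other way in the triplicate experiment at 21 hpf, with a median of 0.24 in Tbx5b-deficient embryos over 18 genes and 0.68 in double-deficient embryos over 19, both at percentile 100. At 18 hpf they were lower in that experiment, by -0.15 in Tbx5a-deficient, -0.29 in Tbx5b-deficient and -0.21 in double-deficient embryos over 16 genes, at percentiles 0.21, 0.08 and 0. A delay may contribute to the fall of late genes in the preliminary library at 21 hpf, and with 1 library it cannot be told apart from a difference in the age of the pooled embryos.

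The eye list was higher in preliminary than in triplicate wildtype embryos, but muscle genes, which the removal of eyes does not target, were higher by 1.86 at 21 hpf as well, and differed by -0.59 at 18 hpf. Over 10921 genes outside both lists, the ratio of preliminary to triplicate wildtype at 21 hpf had an r of 0.320 with the change from 18 to 21 hpf of the deficient groups, across genes. A later stage of the preliminary embryos at 21 hpf may therefore add to the difference in eye genes at that stage, beside the removal of the eyes.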
